# MyD88 Deficiency Alters Expression of Antimicrobial Factors in Mouse Salivary Glands

**DOI:** 10.1371/journal.pone.0113333

**Published:** 2014-11-21

**Authors:** Takeshi Into, Toshiya Takigawa, Shumpei Niida, Ken-ichiro Shibata

## Abstract

The surfaces of oral mucosa are protected from infections by antimicrobial proteins and natural immunoglobulins that are constantly secreted in saliva, serving as principal innate immune defense in the oral cavity. MyD88 is an important adaptor protein for signal transduction downstream of Toll-like receptors and TACI, receptors for regulation of innate immunity and B cell responses, respectively. Although MyD88-mediated signaling has a regulatory role in the intestinal mucosal immunity, its specific role in the oral cavity has remained elusive. In the present study, we assessed the influence of MyD88 deficiency on the oral innate defense, particularly the expression of antimicrobial proteins in salivary glands and production of salivary basal immunoglobulins, in mice. Microarray analysis of the whole tissues of submandibular glands revealed that the expression of several genes encoding salivary antimicrobial proteins, such as secretory leukocyte peptidase inhibitor (SLPI), S100A8, and lactotransferrin, was reduced due to MyD88 deficiency. Histologically, SLPI-expressing acinar cells were evidently decreased in the glands from MyD88 deficient mice compared to wild-type mice. Flow cytometric analysis revealed that B cell populations, including B-1 cells and IgA^+^ plasma cells, residing in submandibular glands were increased by MyD88 deficiency. The level of salivary anti-phosphorylcholine IgA was elevated in MyD88 deficient mice compared to wild-type mice. Thus, this study provides a detailed description of the effect of MyD88 deficiency on expression of several salivary antimicrobial factors in mice, illustrating the role for MyD88-mediated signaling in the innate immune defense in the oral cavity.

## Introduction

Saliva, which is secreted from the salivary glands (SGs), is one of the major body fluids. The lubricative function of saliva is important for protection of the oral mucosal surfaces from desiccation, wetting foods and facilitating the initiation of swallowing. The salivary digestive enzymes are essential in the processing of dietary starches and fats. Antimicrobial agents are also contained in saliva, constantly protecting the surfaces of oral mucosa from infections. Indeed, a variety of antimicrobial proteins (AMPs), including bactericidal peptides and enzymes, and natural immunoglobulins (Igs), including IgA and IgM, are constantly secreted [1], [2], [3]. They are thought to serve as the principal innate immune defense in the oral cavity.

Toll-like receptors (TLRs) are major receptors for sensing the presence of microbes through recognition of specific molecular patterns conserved in various classes of microbes [4]. After recognition of cognate patterns, they activate signaling for induction and regulation of cellular responses associated with innate immunity [5]. MyD88 (myeloid differentiation factor 88) serves as an important signaling adaptor for TLRs [6]. In various types of cells, MyD88-mediated signaling activates the transcription factors NF-κB and AP-1, among others, ultimately leading to transcription of immune regulators, such as cytokines, and of antimicrobial agents including AMPs [5], [7]. Meanwhile, MyD88 also has a role in the control of B cell responses through mediation of signaling downstream not only of TLRs but also of TACI, a receptor for the B cell cytokines BAFF and APRIL [8], [9]. In B cells, TACI-triggered MyD88-mediated signaling induces activation of NF-κB and the expression of activation-induced cytidine deaminase for appropriate class switch recombination [9].

It has been shown that mouse MyD88 deficiency leads to susceptibility to infections of various pathogens and human MyD88 deficiency occasionally exposes patients to life-threatening pyogenic bacterial infections [5], [10], [11]. In addition, crucial defensive roles for MyD88 in the intestinal mucosal immunity have been elucidated using MyD88 deficient mice [12], [13], [14]. In the intestinal mucosal immunity, B cell-intrinsic MyD88 drives signaling for IgM production to prevent systemic dissemination of intestinal microbiota [13]. Moreover, several reports indicated that MyD88 is essential for basal production of intestinal IgA [15], [16]. In contrast, it has not been clearly elucidated whether MyD88 deficiency influences the innate immune defense in the oral cavity. In the present study, we aimed to investigate the effect of MyD88 deficiency on the innate defense in the oral cavity, particularly expression of AMPs in SGs and production of salivary Igs.

## Materials and Methods

### Mice

C57BL/6 background *Myd88*-deficient (*Myd88* ^-/-^) mice originally established in the Akira laboratory [17] were obtained from Oriental Bio Service (Kyoto, Japan). These mice were backcrossed for at least 6 generations with conventionally raised control mice (B57BL/6J Jms Slc; Japan SLC, Shizuoka, Japan) before starting this study. All of the *Myd88* ^-/-^ and wild-type (*Myd88* ^+/+^) control mice that were used in the experiments were offspring of heterozygous parents and were matched by age (10 weeks) and sex within the same experiment.

For collection of saliva, mice were anesthetized with intraperitoneal somnopentyl (35 mg/kg; Kyoritsu Seiyaku Corporation, Tokyo, Japan) and salivation was promoted by a simultaneous injection of pilocarpine hydrochloride (6 mg/kg; Tokyo Chemical Industry, Tokyo, Japan). Mice were positioned on their sides with heads pointing slightly down to facilitate saliva collection using a micropipette. For other experiments, the mice were killed by cervical dislocation and major SGs and spleens were removed.

All mice, 2 to 4 mice per cage, were maintained in the animal facility at the Asahi University School of Dentistry. Mice were fed water and a radiation-sterilized diet *ad libitum* with HEPA-filtered air in the conventional animal room (23±2°C, 50% humidity, 12 h light/dark cycle). This study was carried out in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Committee on the Ethics of Animal Experiments of the Asahi University (Permit Number: 11-028 and 12-001). All efforts were made to minimize suffering of animals.

### Histological analysis

SGs collected from male *Myd88* ^+/+^ and *Myd88* ^-/-^ mice (10 weeks of age) were immersed in periodate-lysine-paraformaldehyde-fixative for 6 h at 4°C, embedded in paraffin and serially sectioned at 5 µm of thickness. Sections were stained with hematoxylin and eosin and histologically analyzed. For immunofluorescent staining, the tissue sections were deparaffinized and immersed in distilled water. The sections were treated with 0.1% proteinase K in phosphate-buffered saline (PBS) for 5 min at room temperature and washed three times with PBS. The sections were then blocked with 1% bovine serum albumin (BSA) in PBS followed by incubation for 1 h at room temperature with rabbit anti-SLPI (secretory leukocyte peptidase inhibitor) antibody (OAPB00538; Aviva System Biology, San Diego, CA, USA). After washing three times with PBS, the sections were incubated for 30 min at room temperature with Alexa Fluor 488-conjugated anti-rabbit IgG antibody (Life Technologies, Rockville, MD, USA) and propidium iodide. After washing with PBS, the sections were sealed in the presence of Prolong Gold anti-fade reagent (Life Technologies). Optical and fluorescent images were obtained using an SZ stereomicroscope with DP21 digital camera (Olympus, Tokyo, Japan), a BX41 microscope (Olympus) and, a Biozero fluorescence microscope (KEYENCE, Osaka, Japan) and processed using Adobe Photoshop (Adobe, San Jose, CA).

### Total RNA extraction from SGs

Major SGs were stereoscopically dissected to remove the lymph nodes and connective and fatty tissues and divided into the sublingual gland (SLG) and submandibular gland (SMG). These tissues were temporarily stored in ice-cold RNA*later* solution (Life Technologies), and then quickly frozen in liquid nitrogen and stored at −80°C. Thawed tissues were homogenized in TRIzol reagent (1 ml per 100 mg of tissue; Life Technologies) using gentleMACS M tubes in a gentleMACS Dissociator (Miltenyi Biotech, Bergisch Gladbach, Germany). Total RNA was extracted using a PureLink RNA mini kit (Life Technologies), according to the manufacturer's instructions.

### Microarray analysis of SMGs

For the linear T7-based cRNA amplification, 100 ng of total RNA extracted from SGs was used. To generate Cy3-labeled cRNA, RNA was amplified and labeled using the Agilent Low Input Quick Amp Labeling Kit (Agilent Technologies, Santa Clara, CA, USA). The hybridization procedure was performed according to the Agilent 60-mer oligo microarray processing protocol using the Agilent Gene Expression Hybridization Kit (Agilent Technologies). Briefly, 600 ng of Cy3-labeled fragmented cRNA in hybridization buffer was hybridized overnight (17 h, 65°C) to Agilent Whole Mouse Genome Oligo Microarrays (8×60K) using hybridization chamber and oven. The microarrays were washed once with the Agilent Gene Expression Wash Buffer 1 for 1 min at room temperature followed by a second wash with preheated Agilent Gene Expression Wash Buffer 2 (37°C) for 1 min. The last washing step was performed with acetonitrile. Cy3 fluorescence signals of the hybridized Agilent Microarrays were detected using Agilent's Microarray Scanner System. Data were analyzed using Agilent Feature Extraction Software and Rosetta Resolverâ gene expression data analysis system (Rosetta Biosoftware, Seattle, WA, USA). The dataset of microarray is available from the Gene Expression Omnibus (accession number, GSE61339).

### Quantitative reverse transcription-polymerase chain reaction (qRT-PCR)

Total RNA (1 µg) was reverse-transcribed using ReverTra Ace qPCR RT master mix with gDNA remover kit (TOYOBO, Osaka, Japan) with oligo21dT and random hexamer primers. SYBR Green-based qRT-PCR was performed using SsoFast EvaGreen Supermix (Bio-Rad, Hercules, CA, USA) and the Thermal Cycler Dice Real-Time System TP800 (TaKaRa, Shiga, Japan). The primer set for mouse *S100a8* for SYBR Green-based qRT-PCR was obtained from QIAGEN (Hilden, Germany). All other primer sets for SYBR Green-based qRT-PCR were obtained from TaKaRa. The sequences of primers used in this study are listed in Table S1. The assessment of gene expression was determined by the ΔΔ*C_t_* method. Results shown as relative expression were normalized to levels of the housekeeping gene *Hprt1*.

### Flow cytometry

SMGs or spleens were homogenized in gentleMACS C tubes (Miltenyi Biotech) in a gentleMACS Dissociator followed by treatment with collagenase D (2 mg/ml) and DNaseI (40 U/ml) for 30 min at 37°C at 12 rpm on a rotating platform (MACSmix rotator; Miltenyi Biotech). Cells were further homogenized and filtered through 70 µm nylon cell strainers (BD Falcon, Franklin Lakes, NJ, USA), washed with PBS containing 2 mM EDTA and 0.5% BSA (PEB) and suspended in PEB at 1×10^7^ cells/ml. Then 1×10^6^ cells were treated with mouse FcR Blocking Reagent (Miltenyi Biotech) for 10 min at 4°C followed by staining with fluorescence-labeled antibodies for 20 min at 4°C. Cells were then washed with PEB, suspended in 1% paraformaldehyde in PBS and stored at 4°C. Diluted samples were analyzed by flow cytometry using an EC800 Cell Analyzer (SONY, Tokyo, Japan) and accompanying software.

FITC-labeled anti-mouse CD45, PerCP-labeled anti-mouse/human B220/CD45R, PE/Cy7-labeled anti-mouse CD138 (Syndecan-1), biotin-conjugated anti-mouse IgA and FITC-labeled anti-mouse IgM were obtained from BioLegend (San Diego, CA, USA). PE/Cy7-labeled anti-mouse CD23 and PE-labeled anti-mouse IgD were obtained from iCyt (Champaign, IL, USA). PE-labeled anti-mouse CD5 and PerCP-labeled anti-biotin were from Miltenyi Biotech. Fluorescence-labeled isotype-matched control antibodies were obtained from BioLegend.

### Measurement of Ig levels by enzyme-linked immunosorbent assay (ELISA)

Collected saliva (25 µl) was diluted 5 times with ice-cold PBS containing cOmplete Mini Proteinase Inhibitor Tablet (Roche Diagnostics, Basel, Switzerland). Whole blood was collected and incubated at 37°C to obtain sera. Fresh fecal pellets were collected and immediately weighed. Pellets were homogenized in ice-cold PBS containing protenase inhibitors (100 µl per 1 mg of fecal pellet) using gentleMACS M tubes and a gentleMACS Dissociator and subsequent clarification by centrifugation at 3,000 rpm for 5 min at 4°C to obtain fecal extracts. Sera and fecal extracts were diluted 1,000- and 10-fold, respectively, with PBS containing protease inhibitors. The levels of IgA, IgM, IgG1, IgG2c and IgG3 antibodies in diluted samples were determined using Mouse ELISA Quantitation Sets (Bethyl Laboratories, Montgomery, TX, USA) and Nunc Immunoplate Maxisorp microplates (Thermo Fisher Scientific, Waltham, MA, USA). The levels of IgA and IgM antibodies against phosphorylcholine (PC) were detected in the microplates coated with 50 µg/ml of PC conjugated with BSA (PC-1011H; Biosearch Technologies, Petaluma, CA, USA) in carbonate-bicarbonate buffer (pH 9.4) using the secondary antibodies in the ELISA kits. Unconjugated BSA was used as a negative control for ELISA. Tetramethylbenzidine (KPL, Gaithersburg, MD, USA) was used as the substrate in the reaction for color development, which was terminated by 1 N H_2_SO_4_ and measured by absorbance at 450 nm with an xMark Microplate Absorbance Spectrophotometer (Bio-Rad).

### Statistical analysis

In several experiments, data are expressed as mean ± standard deviation (SD). *P* values were calculated by unpaired Student's *t*-test and those less than 0.05 or 0.01 were considered significant.

## Results

### MyD88 deficiency affects histology of SGs

MyD88 deficiency causes shifting of the composition of the intestinal commensal microbiota [14], [18]. In isolated mouse colonies, long-term breeding of MyD88-deficient mice results in the accumulation of anomalies in microbiota [19], which may cause unexpected influence through dysbiosis. In this study, we minimized such influence of MyD88 deficiency by the restrictive use of *Myd88* ^-/-^ and *Myd88* ^+/+^ homozygous offspring of heterozygous mice that had inherited normal commensal microbiota from *Myd88* ^+/+^ mothers.

To determine the effect of MyD88 deficiency on the oral innate defense, we focused on the major SGs because they are major sources of various salivary antimicrobial products. We initially evaluated the histological appearance of SGs collected from naive *Myd88* ^-/-^ mice as well as *Myd88* ^+/+^ control mice. MyD88 deficiency barely affected morphological characteristics of the whole tissues (Figure 1A), but was found to affect the histology of SMGs. Compared to *Myd88* ^+/+^ mice, the lumina of intercalated ducts that are conspicuously found in mouse SMGs were slightly enlarged probably due to decrease of cellular height in duct cells in *Myd88* ^-/-^ mice, while the number of ducts was essentially unchanged (Figure 1B, 1C). Additionally, cells were considerably congested throughout the region of acini in SMGs from *Myd88* ^-/-^ mice (Figure 1C). Evident pathological states, such as inflammation and infections, were not observed.

**Figure 1:**
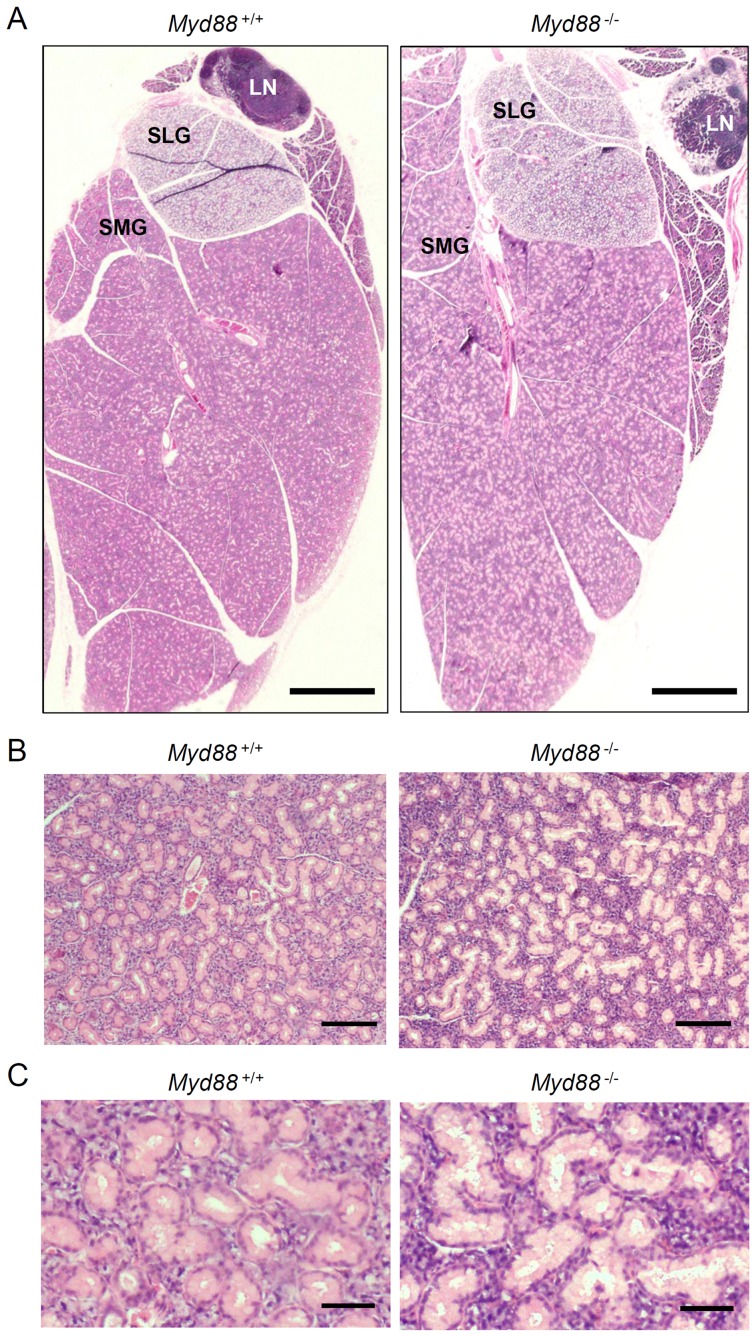
Effect of MyD88 deficiency on histology of SGs. Paraffin sections of the major SGs from male *Myd88* ^+/+^ mice (left) and *Myd88* ^-/-^ mice (right) at 10 weeks old were stained with hematoxylin and eosin. Results are representative of more than three independent experiments. A: Low magnification images of the whole tissues of major SGs. LN, lymph node, SLG, sublingual gland; SMG, submandibular gland. Scale bar, 1 mm. B: Middle magnification images of SMGs. Scale bar, 100 µm. C: High magnification images of SMGs. Scale bar, 20 µm.

To evaluate whether such histological changes affect the function of SGs, we tested pilocarpine-stimulated salivation. As a result, secretion of saliva was almost identical in *Myd88* ^-/-^ mice and *Myd88* ^+/+^ mice (data not shown).

### MyD88 deficiency reduces expression of SLPI in SGs

We next investigated expression of the genes encoding AMPs in SGs. 

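Gene expression in the SGs was read from scanner files of 4 Agilent whole mouse genome arrays, each hybridized with Cy3-labelled cRNA from 1 sample, so that the brightness of a spot reflects the amount of its transcript. The labels assign 2 arrays to Myd88-/- mice and 2 to Myd88+/+ mice, whereas the legend of Figure 2A gives n = 3 for each genotype. The paper names whole SMGs as the tissue, and the labels name SMGs together with SLGs. The mice were 10 weeks old. The labels give them as female, and the paper's text does not name the sex of the mice used for the arrays. All 4 arrays lie on 1 slide and come from 1 scan, so no effect of slide could be separated. The authors' scanner software, Feature Extraction 10.7.3.1, gave a background-subtracted intensity for each of 62976 spots, with no normalization between arrays. The paper's text names no normalization. Here, the log2 intensity of each of 59305 non-control spots was taken relative to the 75th percentile of its array, and spots flagged as outliers (99 to 131 per array) were left out. The 75th percentile was 256 and 237 on the arrays labelled Myd88-/- and 321 and 269 on those labelled Myd88+/+. Of 55681 probes, 29081 and 38096 were well above background on Myd88-/- arrays 1 and 2, and 41292 and 30696 on Myd88+/+ arrays 1 and 2. The arrays thus differed more in the number of detected probes within a genotype than between the genotypes. No spot was saturated. Among 275 probes with 10 spots each, the median SD between spots was 0.064 to 0.072 log2 units per array, and the number of arrays limits the precision of each value.

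The deleted gene was examined first. Myd88 is represented by 1 probe with 10 spots, at chromosome 9, 119245322 to 119245381 (NCBI37/mm9), which starts at base 1629 of its transcript. Its log2 signal was 1.46 ± 0.07 (SD, n = 2) on the arrays labelled Myd88-/- and 1.11 ± 0.06 (SD, n = 2) on those labelled Myd88+/+, a log2 difference of 0.35 (adjusted p = 0.264 from limma). The probe was therefore not lower on the arrays labelled Myd88-/-. The paper's text does not state which exons are deleted, so this probe does not check the labels, and the groups are named here by their labels.

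Expression was compared for 22312 genes with a probe well above background on both arrays of at least 1 genotype, using the brightest such probe of each gene. In limma's moderated test with Benjamini-Hochberg adjustment, 0 genes passed an adjusted p of 0.05, and the smallest adjusted p was 0.194. Without adjustment, 3715 genes had p under 0.05, of which 2190 were higher and 1525 lower on the arrays labelled Myd88-/-. This majority depends on the scaling: with the 75th percentile taken over detected probes, 1754 were higher and 1805 lower. With limma's trended and robust estimate of the spread, the setting planned beforehand that moved this count most, 482 genes passed the adjusted threshold. The arrays of the 2 labels did not overlap for 11593 genes (52.0%), where chance gives 33.3%. An exact two-sided permutation test of 2 arrays against 2 cannot give a p below 0.333.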

To conveniently assess it, we performed microarrays of whole SMGs from *Myd88* ^-/-^ mice as well as *Myd88* ^+/+^ controls. The selected 45 genes (Figure 2A; and listed in Table S2) are analogous to the human genes encoding salivary AMPs [20]. 

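Of these 45 genes, 41 had a probe under the name given in Table S2. The other 4 were found under older names: Bpifa1 as Plunc, Bpifb1 as U46068, Bpifb2 as Bpil1 and Csta1 as Csta. The signal of 26 genes was well above background on both arrays of at least 1 genotype, and these were tested. Of the 19 others, 8 were well above background on no array and 9 only on Myd88-/- array 2 and Myd88+/+ array 1. Relative to the arrays labelled Myd88+/+, 15 of the 26 genes were lower and 11 higher on the arrays labelled Myd88-/-, and for 19 the difference was smaller than 2-fold. After adjustment over all genes tested, limma called 0 of the 26 genes. Adjusted over the list alone, 1 gene was called, and 11 genes had an unadjusted p under 0.05, of which 7 were lower and 4 higher. With the replicate number of the arrays as a block in limma's fit, 0 genes were called over the list alone. The count over the list alone moved most with normexp background correction, to 9 genes, and fell to 0 without the filter on dim probes, with the methods' t-test, and without either array labelled Myd88+/+.

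The salivary proline-rich protein genes Prb1 and Prh1 lie on chromosome 6 (mm9, probes at 132157172 to 132157231 and 132522295 to 132522354) and belong to a family of similar sequences, so their probes may share signal. The log2 difference was -2.29 for Prb1 (standard error 0.71, adjusted p = 0.270 from limma) and -2.41 for Prh1 (standard error 0.74, adjusted p = 0.267). The arrays labelled Myd88-/- differed widely in both genes, at 7.26 and 5.34 for Prb1 and 4.73 and 2.75 for Prh1. Both belong to a preset list of parotid gland genes, of which 7 of 8 tested were lower on these arrays. In that list Cst10 (7.67 and 5.49) and Prpmp5 (7.62 and 5.65) differed likewise between these arrays, whereas Car6 (10.42 and 10.46) did not. Parotid tissue in the samples labelled Myd88+/+ is therefore not excluded for Prb1 and Prh1. Without Myd88-/- array 2 the log2 difference was -1.33 for Prb1 and -1.42 for Prh1. Mpo was not well above background on either array labelled Myd88-/-, and was at least 1.46-fold lower there. This bound sets the mean signal of the detected group against the higher of the probe's own signal and the lowest signal well above background on each other array. A second Mpo probe, not tested, was higher by 0.49 log2 units on the arrays labelled Myd88-/-. Vip was the single gene of the list that was higher by more than 2-fold, with a log2 difference of 1.33 (standard error 0.43, adjusted p = 0.279 from limma). Without Myd88+/+ array 2 the log2 difference of Vip was 0.76, below 2-fold, and with normexp background correction it was 0.80.

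**Figure D1:**
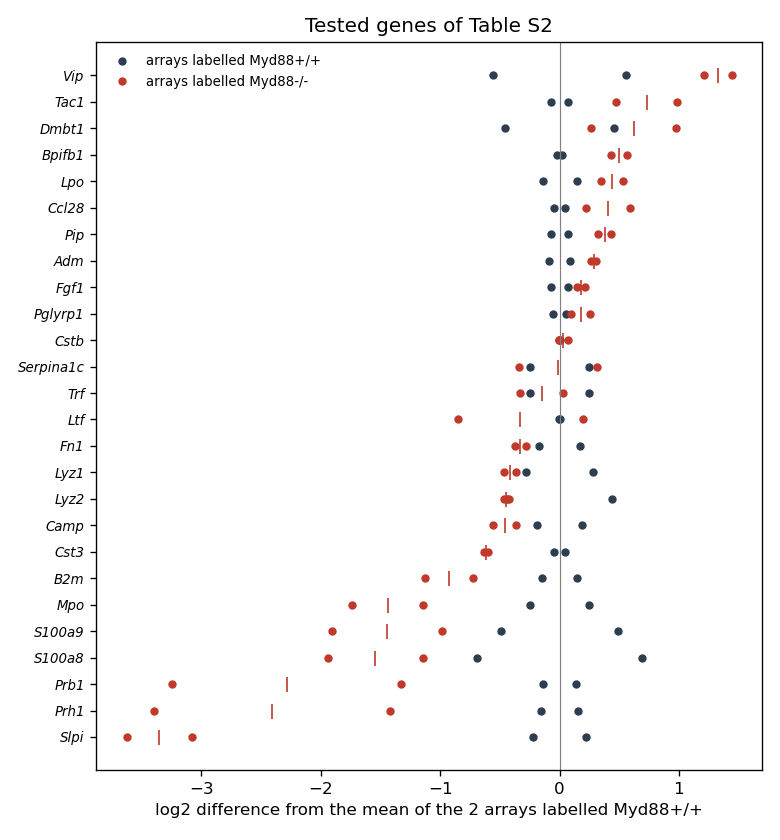
The log2 difference of each of the 4 arrays from the mean of the 2 arrays labelled Myd88+/+ (x axis, log2 units) for the 26 tested genes of Table S2 (y axis). Dark points are arrays labelled Myd88+/+, red points arrays labelled Myd88-/-, and red ticks their mean; Slpi lies lowest, at a mean of -3.35, and Mpo is below background on both red points.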

The data revealed notable downregulation of *Slpi* in SMGs from *Myd88* ^-/-^ mice compared to *Myd88* ^+/+^ controls (Figure 2A). 

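Slpi, which encodes secretory leukocyte protease inhibitor, has 1 probe with 1 spot on the array, at chromosome 2, 164179849 to 164179908 (mm9). It was well above background on all 4 arrays. Its log2 signal was -2.48 ± 0.39 (SD, n = 2) on the arrays labelled Myd88-/- and 0.87 ± 0.32 (SD, n = 2) on those labelled Myd88+/+. The log2 difference of -3.35 (standard error 0.28), or 10.2-fold, exceeded the spread between arrays of either label. Both arrays labelled Myd88-/- lay below both labelled Myd88+/+. The adjusted p from limma was 0.194 over all genes tested and 0.0099 over the 26 tested genes of Table S2. Over these genes alone, Slpi did not pass 0.05 without the filter on dim probes, with the methods' t-test, or when either array labelled Myd88+/+ was left out. Slpi also did not pass over these genes with the replicate number of the arrays as a block in limma's fit. With each array left out in turn, the log2 difference stayed between -3.63 and -3.08. Under normexp background correction the log2 difference was -2.28 and the adjusted p over all genes 0.025, and with the trended and robust estimate of the spread the adjusted p was 0.021. Across all settings chosen before the data were examined, the adjusted p from limma or the methods' t-test ranged from 0.021 to 0.539. The paper follows this difference with qRT-PCR in separate SMGs and SLGs (Figure 2B).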

Statistically significant reduction of *Slpi* expression could be confirmed both in SMGs and SLGs from *Myd88* ^-/-^ mice by qRT-PCR (Figure 2B).

**Figure 2:**
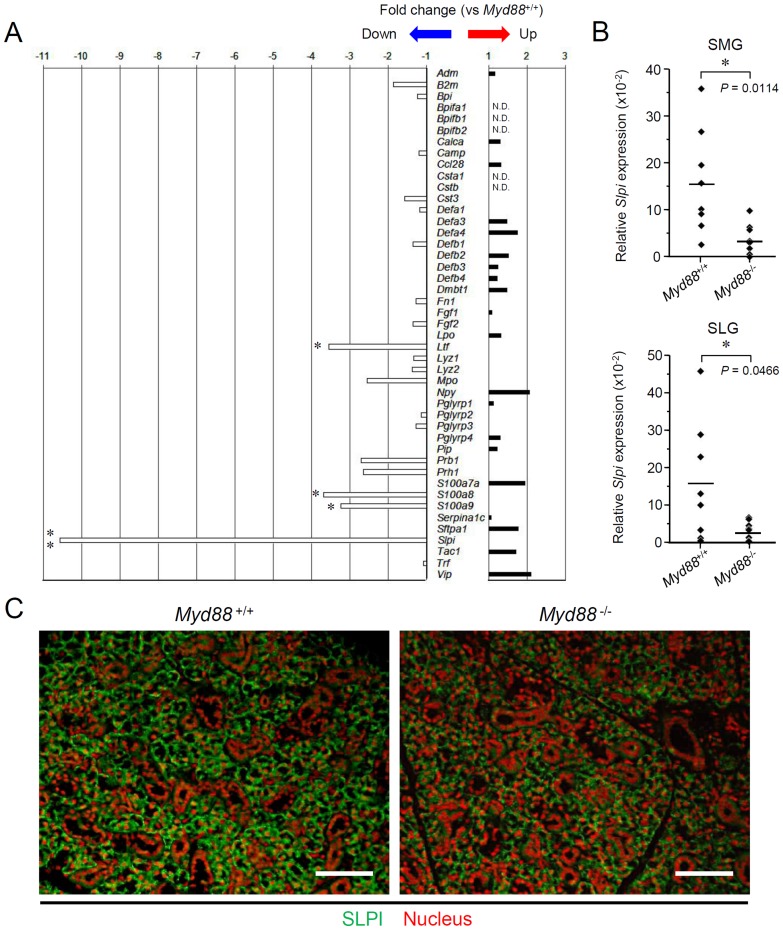
Analysis of expression of the genes encoding salivary AMPs in SGs. A: Microarray analysis of the expression of 45 genes encoding salivary AMPs. Total RNA was prepared from SMGs from *Myd88* ^+/+^ mice and *Myd88* ^-/-^ mice at 10 weeks old (n = 3 each). The mean value of fold-change for each gene in *Myd88* ^-/-^ mice shown here was calculated relative to the mean value of expression of that gene in *Myd88* ^+/+^ mice. Statistical analysis was performed by unpaired Student's *t*-test. The complete list of 45 genes is in Table S2. *, *P*<0.05, **, *P*<0.01, N.D., not detectable. B: qRT-PCR analysis of *Slpi* expression. Total RNA was prepared separately from SMGs and SLGs from *Myd88* ^+/+^ mice and *Myd88* ^-/-^ mice at 10 weeks old (n = 8 each). Each expression level of *Slpi* was calculated relative to expression of the *Hprt1* housekeeping gene. Means of each group were shown and *P* values were calculated by unpaired Student's *t*-test. *, *P*<0.05. C: Fluorescent imaging of SLPI expression in SMGs. Sections of SMGs from male *Myd88* ^+/+^ mice (left) and *Myd88* ^-/-^ mice (right) at 10 weeks old were deparaffinized and incubated with an anti-SLPI antibody/Alexa Fluor 488-conjugated secondary antibody (green) and propidium iodide to stain nuclei (red). Results are representative of three independent experiments. Scale, 50 µm.

We also histologically examined the expression of SLPI protein in SMGs. Immunofluorescent staining of SLPI revealed that SLPI is mainly produced by acinar cells and is not clearly found in intercalated ducts and excretory ducts in SMGs from *Myd88* ^+/+^ mice (Figure 2C). In SMGs from *Myd88* ^-/-^ mice, the number of cells was considerably increased throughout the acinar region, but the number of SLPI producing acinar cells was evidently decreased as compared with *Myd88* ^+/+^ mice.

### Effect of MyD88 deficiency on expression of other AMPs in SGs

Based on the microarray data, the 45 genes encoding AMPs include several genes that correspond to the members of the AMP families of α-defensins, β-defensins and S100 calcium-binding proteins. These groups consist of analogous (or paralogous) genes and functionally-associated genes. Notably, expression of certain members of α-defensins, β-defensins and S100 proteins can be intrinsically induced by TLR signaling [21], [22], [23]. Therefore, it is strongly possible that MyD88 deficiency affects expression levels of the members of these AMP families. 

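The array carries 18 genes whose name marks them as α-defensins, 43 β-defensins and 17 S100 genes. Signal well above background on both arrays of at least 1 genotype was found for 3 α-defensins, 7 β-defensins and 14 S100 genes. All 3 tested α-defensins and 13 of the 17 S100 genes, but 2 of the 43 β-defensins, were well above background on all 4 arrays. Among the members not tested, 7 α-defensins and 17 β-defensins were below that level on every array. A further 7 α-defensins and 10 β-defensins passed it only on Myd88-/- array 2 and Myd88+/+ array 1, which have the most detected probes of their genotype. Defa1 and Defb1 are among these, so their expression could not be compared between the genotypes at this signal.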

We evaluated the microarray data for expression of the detectable members of them.

Expression of the genes for both α- and β-defensins was not clearly changed in *Myd88* ^-/-^ mice compared to the *Myd88* ^+/+^ controls in the data of microarray (Figure 3A, 3B). 

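After adjustment over all genes tested, limma called 0 of 3 α-defensins and 0 of 7 β-defensins. Adjusted over the list alone, 2 α-defensins and 0 β-defensins were called, and 0 α-defensins without the filter on dim probes. At an unadjusted p under 0.05 these counts were also 2 and 0. Defa-rs2 was higher on the arrays labelled Myd88-/-, with log2 signals of -1.16 and -1.42 against -3.22 and -3.72, a log2 difference of 2.18 (standard error 0.23, adjusted p = 0.194 from limma). Its second probe, well above background on 2 of the 4 arrays, differed by 0.92 log2 units. Defa-rs7 was higher by 0.70 log2 units (standard error 0.18, adjusted p = 0.240), and its second probe by 0.53. Defa-rs10 did not differ, with a log2 difference of 0.01 (standard error 0.33) that turned negative when the 75th percentile was taken over detected probes. α-Defensin genes are close copies of each other, and these probes may take signal from several of them. With normexp background correction the log2 difference of Defa-rs2 was 1.08, and 1 α-defensin, Defa-rs2, passed the threshold over all genes. Among the β-defensins the smallest adjusted p was 0.406. The largest difference, 1.92 log2 units for Defb21 (standard error 1.01), rests on Myd88+/+ array 2, where the gene was below background, and was 0.55 for Defb21 without that array. Defb42 was below background on both arrays labelled Myd88-/- and at least 1.35-fold lower there.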

By qRT-PCR, compared to *Myd88* ^+/+^ mice, expression of *Defa1* and *Defb1* was not significantly different in SMGs and SLGs from *Myd88* ^-/-^ mice (Figure 3C, 3D). These results suggests that TLR-mediated MyD88 signaling is dispensable for basal production of defensins in SGs.

**Figure 3:**
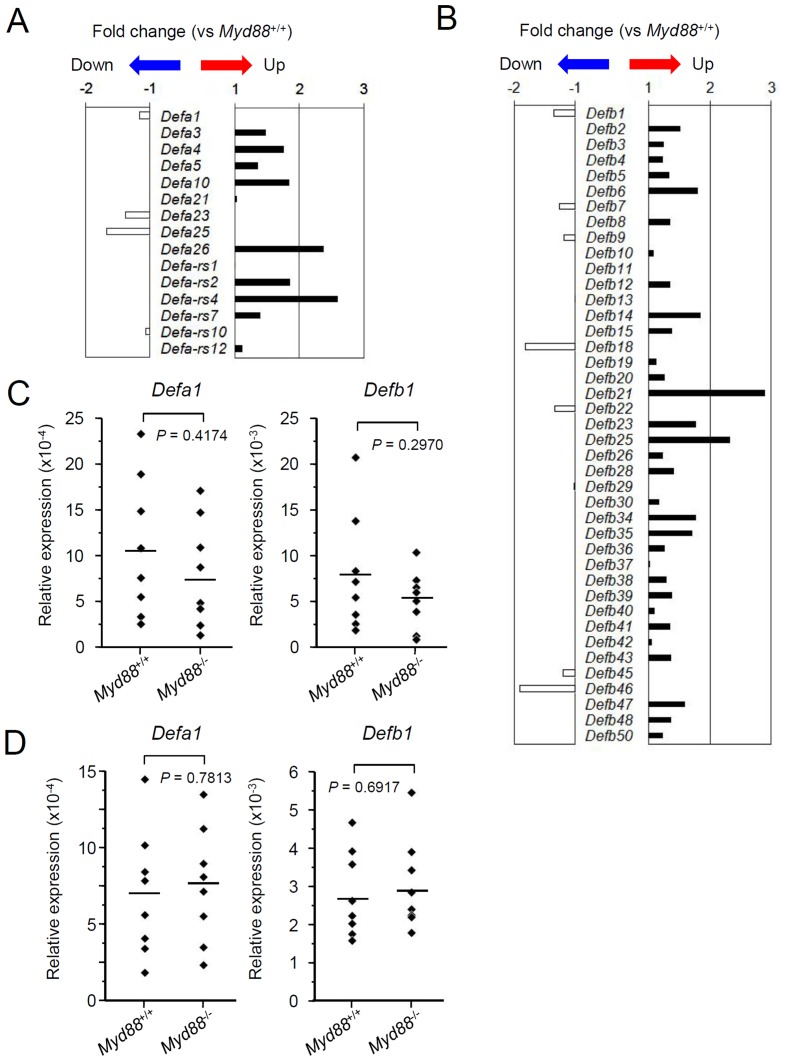
Analysis of expression of the genes encoding defensins in SGs. A and B: Microarray analysis of the genes encoding α-defensins (A) and β-defensins (B). Total RNA was prepared from SMGs from *Myd88* ^+/+^ mice and *Myd88* ^-/-^ mice at 10 weeks old (n = 3 each). The mean value of fold-change for each gene in SMGs from *Myd88* ^-/-^ mice shown here was calculated relative to the mean value of expression of that gene in SMGs from *Myd88* ^+/+^ mice. Statistical analysis was performed by unpaired Student's *t*-test. C and D: qRT-PCR analysis for expression of *Defa1* (left) and *Defb1* (right) in SMGs (C) and SLGs (D). Total RNA was prepared separately from SMGs and SLGs collected from *Myd88* ^+/+^ mice and *Myd88* ^-/-^ mice at 10 weeks old (n = 8 each). Expression levels of *Defa1 and Defb1* in SMGs and SLGs were calculated relative to expression of the *Hprt1* housekeeping gene. Means of each group were shown and *P* values were calculated by unpaired Student's *t*-test.

In the data of microarray, among S100 proteins, expression of *S100a8* and *S100a9* was significantly downregulated in *Myd88* ^-/-^ mice, but expression of other members was not affected (Figure 4A). 

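S100a8 and S100a9 each have 1 probe with 1 spot on chromosome 3 (mm9), at 90473778 to 90473837 and 90496573 to 90496632. The log2 signal of S100a8 was -4.08 ± 0.56 (SD, n = 2) on the arrays labelled Myd88-/-, 1 of which was well above background, and -2.54 ± 0.98 (SD, n = 2) on those labelled Myd88+/+. The log2 difference was -1.54 (standard error 0.59, adjusted p = 0.323 from limma) and lay between -2.23 and -0.85 with each array left out. For S100a9 the signals were -2.23 ± 0.65 and -0.78 ± 0.69 (SD, n = 2 each), a log2 difference of -1.45 (standard error 0.50, adjusted p = 0.296 from limma) and between -1.93 and -0.96 with each array left out. In both genes the arrays of the 2 labels did not overlap.

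Of the 14 S100 genes tested, limma called 0 after adjustment over all genes, and 5 had an unadjusted p under 0.05, of which 3 were lower and 2 higher on the arrays labelled Myd88-/-. Adjusted over the list alone, 2 were called, S100b and S100a5. S100b was lower, with a log2 difference of -1.47 (standard error 0.14, adjusted p = 0.0088 over the 14 genes from limma). S100a5 was higher, with a log2 difference of 1.19 (standard error 0.15, adjusted p = 0.013 over the 14 genes from limma). Over the list alone, the adjusted p from limma was 0.126 for S100a8 and 0.123 for S100a9. S100b and S100a5 passed the threshold over all genes under normexp background correction and with the trended and robust estimate of the spread. With the replicate number of the arrays as a block in limma's fit, S100b passed over the list alone and S100a5 did not. Over the list alone, neither passed with the methods' t-test or when any array but Myd88-/- array 2 was left out, and S100a5 did not pass without the filter on dim probes.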

By qRT-PCR, statistically significant reduction in expression of *S100a8 and S100a9* in both SMGs and SLGs from *Myd88* ^-/-^ mice was confirmed (Figure 4B, 4C), indicating that MyD88 is important for basal production of several members of the S100 protein family in SGs.

**Figure 4:**
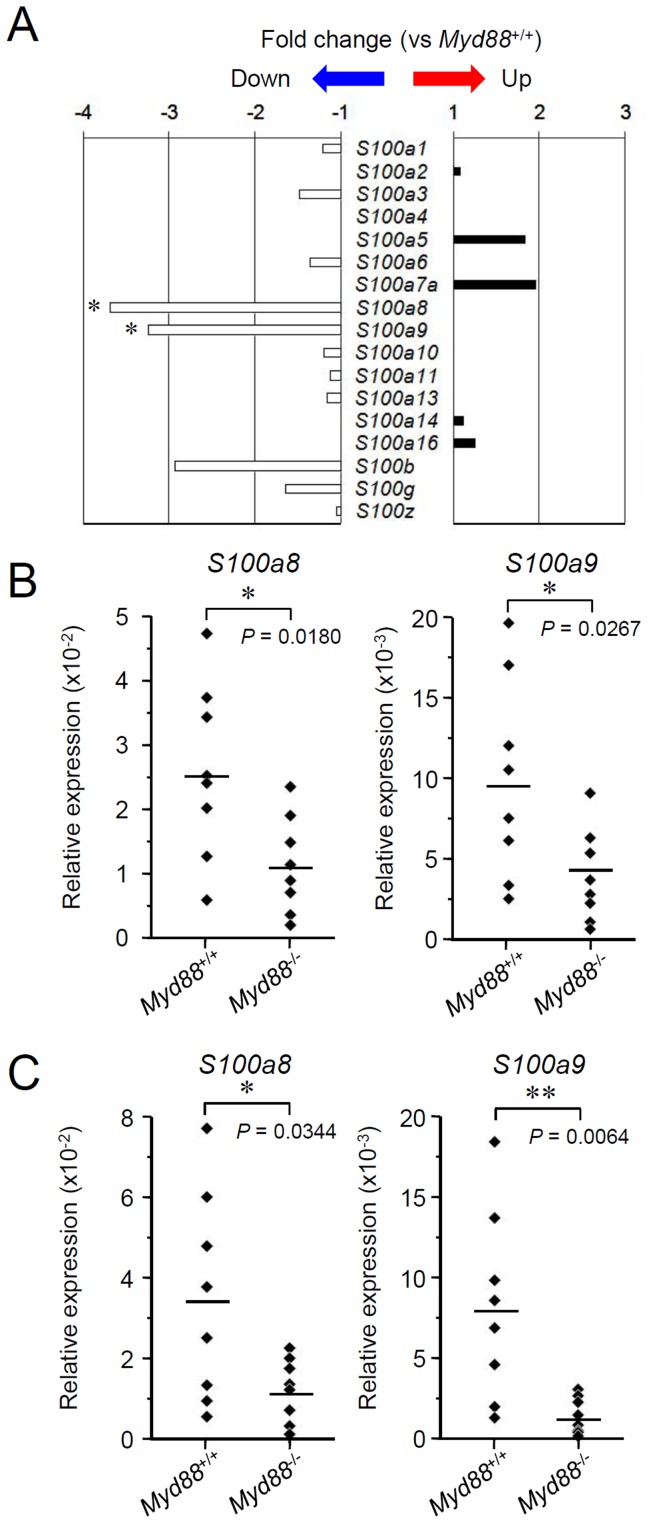
Analysis of expression of the genes encoding S100 proteins in SGs. A: Microarray analysis of the genes encoding S100 proteins. Total RNA was prepared from SMGs from *Myd88* ^+/+^ mice and *Myd88* ^-/-^ mice at 10 weeks old (n = 3 each). The mean value of fold-change for each gene in SMGs from *Myd88* ^-/-^ mice shown here was calculated relative to expression of that gene in SMGs from *Myd88* ^+/+^ mice. Statistical analysis was performed by unpaired Student's *t*-test. *, *P*<0.05. B and C: qRT-PCR analysis for expression of *S100a8* (left) and *S100a9* (right) in SMGs (B) and SLGs (C). Total RNA was prepared separately from SMGs and SLGs from *Myd88* ^+/+^ mice and *Myd88* ^-/-^ mice at 10 weeks old (n = 8 each). Expression levels of *S100a8 and S100a9* in SMGs and SLGs were calculated relative to expression of the *Hprt1* housekeeping gene. Means of each group were shown and *P* values were calculated by unpaired Student's *t*-test. *, *P*<0.05; **, *P*<0.01.

The microarray data also showed that expression of *Ltf* significantly reduced in *Myd88* ^-/-^ mice (Figure 2A). 

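Ltf, which encodes lactoferrin, has 1 probe with 1 spot at chromosome 9, 110942873 to 110942932 (mm9), well above background on all 4 arrays. Its log2 signal was -2.02 and -0.96 on the arrays labelled Myd88-/- and -1.16 and -1.17 on those labelled Myd88+/+. The log2 difference of -0.33 (standard error 0.40, adjusted p = 0.721 from limma) was smaller than the SD of 0.75 between the arrays labelled Myd88-/-. A single array decided its direction. Without Myd88-/- array 1 the log2 difference was 0.20, and without Myd88-/- array 2 it was -0.85.

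**Figure D2:**
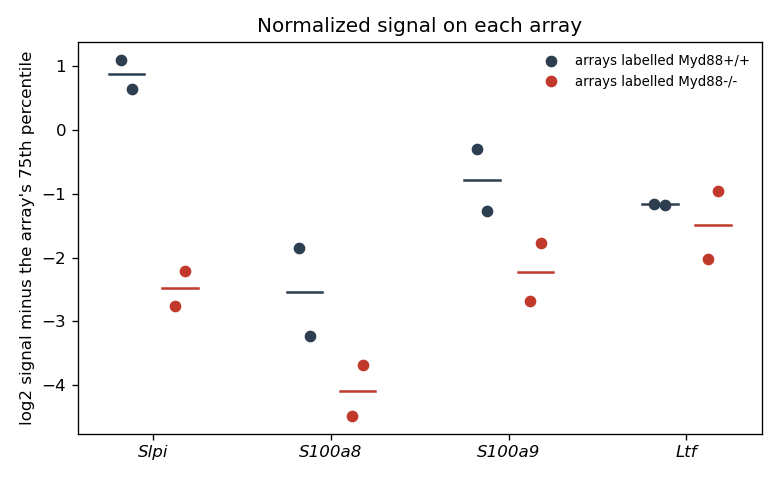
The log2 signal relative to the 75th percentile of each array (y axis, log2 units) of Slpi, S100a8, S100a9 and Ltf (x axis) on the 4 arrays. Each point is 1 array and each line the mean of 2; the arrays of the 2 labels are apart for Slpi, S100a8 and S100a9 and overlap for Ltf, where 1 array labelled Myd88-/- lies at -0.96, above both labelled Myd88+/+.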

Statistically significant reduction of *Ltf* expression could be confirmed in both SMGs and SLGs from *Myd88* ^-/-^ mice by qRT-PCR (Figure S1).

### MyD88 deficiency increases B cells and IgA^+^ plasma cells in SGs

Most of the IgA found in the oral cavity is produced by IgA^+^ plasma cells residing in the major and minor SGs [2]. In addition, SMGs are known as major sources of IgA production [2]. To assess whether MyD88 deficiency affects IgA^+^ plasma cells in SMGs, we performed flow cytometric analysis of cell suspensions prepared from SMGs collected from naive *Myd88* ^-/-^ mice and *Myd88* ^+/+^ controls. SMG cells included CD45^hi^ leukocytes, most of which were revealed as B220^+^ cells indicative of B cell populations (Figure 5A; also see Figure S2A, Figure S3A). B220^+^ SMG cells included CD138^+^ plasma cells (Figure 5B; also see Figure S2B, Figure S3B). Compared to *Myd88* ^+/+^ controls, the numbers of B220^+^ cells (Figure 5A; also see Figure S2A, Figure S3A) and CD138^+^ cells (Figure 5B; also see Figure S2B, Figure S3B) were significantly elevated in SMGs from *Myd88* ^-/-^ mice. In addition, IgA^+^CD138^+^ plasma cells in SMGs were also significantly increased in *Myd88* ^-/-^ mice (Figure 5C; also see Figure S3C). Therefore, given that SGs are efficient producers of IgA, MyD88 deficiency likely increases both B cell infiltration into SGs and their differentiation into IgA^+^ plasma cells.

**Figure 5:**
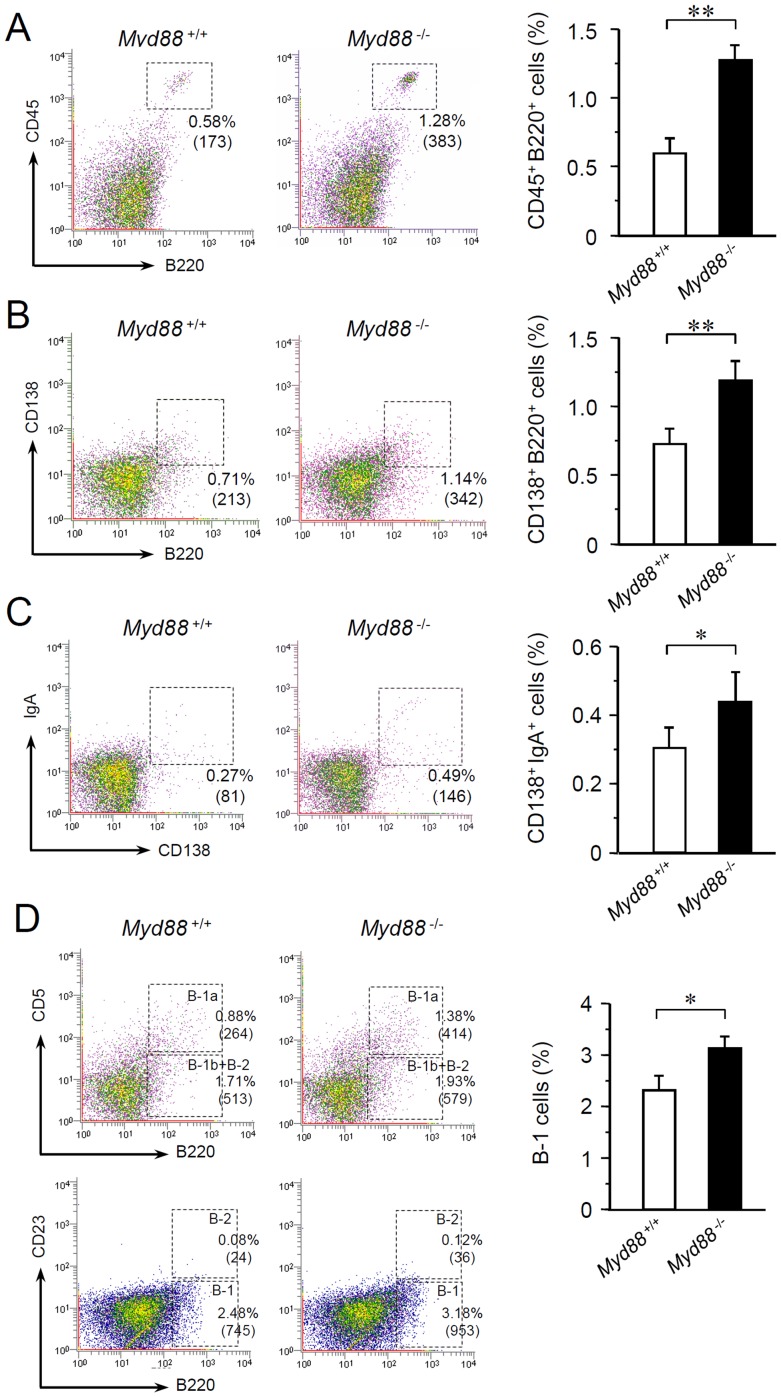
Flow cytometric analysis of B cell populations resident in SMGs. Flow cytometry was performed on cells prepared from SMGs from male *Myd88* ^+/+^ mice and *Myd88* ^-/-^ mice at 10 weeks old. A: Analysis of SMG cells obtained from four mice for expression CD45 and B220 (30,000 cells each). The percentage and cell number of the cells within the outlined area in dot plots (indicative of CD45^+^B220^+^ cells; others shown in Figure S2A) were shown. The data of percentage were graphically shown as means ± SD (n = 4 per group) and are representative of three independent experiments. **, *P*<0.01 (unpaired Student's *t*-test). B: Analysis of SMG cells obtained from four mice for expression CD138 and B220 (30,000 cells each). The percentage and cell number of the cells within the outlined area in dot plots (indicative of CD138^+^B220^+^ cells; others shown in Figure S2B) were shown. The data of percentage were graphically shown as means ± SD (n = 4 per group) and are representative of three independent experiments. **, *P*<0.01 (unpaired Student's *t*-test). **, *P*<0.01 (unpaired Student's *t*-test). C: Analysis of SMG cells obtained from four mice for expression CD138 and IgA (30,000 cells each). The percentage and cell number of the cells within the outlined area in dot plots (indicative of CD138^+^IgA^+^ cells; others not shown) were shown. The data of percentage were graphically shown as means ± SD (n = 4 per group) and are representative of three independent experiments. *, *P*<0.05 (unpaired Student's *t*-test). D: Analysis of B-1 cells and B-2 cells in SMG cells obtained from four mice (30,000 cells each). For discrimination of B-1a cells in the dot plots, B220-positive cells were separated into CD5^+^ cells (B-1a cells) and CD5^-^ cells (B-1b plus B-2 cells). For discrimination of B-2 cells, B220-positive cells were separated into CD23^+^ cells (B-2 cells) and CD23^-^ cells (B-1 cells). The percentage and cell number within the outlined area in dot plots were shown. The data of percentage of B220^+^CD23^-^ B-1 cells were graphically shown as means ± SD (n = 4 per group) and are representative of three independent experiments. *, *P*<0.05 (unpaired Student's *t*-test).

To investigate whether the increase in B cells or IgA^+^ plasma cells in SMGs from *Myd88* ^-/-^ mice is organ-specific or systemic, we next performed flow cytometric analysis of spleen cells. In the spleen, the majority of CD45^hi^ cells were B220^+^ cell populations (Figure S4A). The number of these B cells was elevated in *Myd88* ^-/-^ mice compared to the control, consistent with a previous finding [8]. Most of the B cells (CD138^+^ cells) that intermediately express IgM and IgD were increased in *Myd88* ^-/-^ mice (Figure S4B, histograms of IgM and IgD). On the other hand, although splenocytes include a small population of IgA^+^CD138^+^ plasma cells (or plasmablasts), their quantities were identical in *Myd88* ^-/-^ and *Myd88* ^+/+^ mice (Figure S4B, histogram of IgA).

Thus, these results collectively suggest that MyD88 deficiency causes systemic elevation of B cell development and organ-specific elevation of IgA^+^ plasma cell differentiation in SGs.

### MyD88 deficiency increases infiltration of B-1 type B cells in SGs

B cells are divided into two developmentally distinct lineages, B-1 and B-2 [24], [25]. The B-1 lineage includes two subsets termed B-1a and B-1b. We asked whether MyD88 deficiency affects the composition of B cells in SMGs. B-1a, B-1b and B-2 cells can be separated using popular markers: B220, CD5, and CD23 [26]. Flow cytometric analysis of cell suspensions prepared from SMGs revealed that both B220^+^CD5^+^ (B-1a) and B220^+^CD5^-^ (B-1b plus B-2) were increased in *Myd88* ^-/-^ mice compared with *Myd88* ^+/+^ mice (Figure 5D, upper). In addition, B220^+^CD23^-^ cells (B-1a plus B-1b) were increased in SMGs from *Myd88* ^-/-^ mice, but B220^+^CD23^+^ cells (B-2) were identical (Figure 5D, lower), indicating that MyD88 deficiency mainly elevates infiltration of B-1 type B cells into SGs.

### MyD88 deficiency affects the levels of salivary basal Igs

To assess whether MyD88 deficiency leads to altered salivary Ig production, we measured the levels of basal Igs in saliva collected from naive *Myd88* ^-/-^ mice as well as *Myd88* ^+/+^ controls. Compared to the controls, the levels of salivary IgA and IgM seemed slightly increased and decreased, respectively, in *Myd88* ^-/-^ mice, but they were not statistically significant (Figure 6A). In contrast to them, the level IgG3 was significantly decreased in *Myd88* ^-/-^ mice (Figure 6A). In the majority of saliva samples, the levels of IgG1 and IgG2 subclasses were not detectable (data not shown).

**Figure 6:**
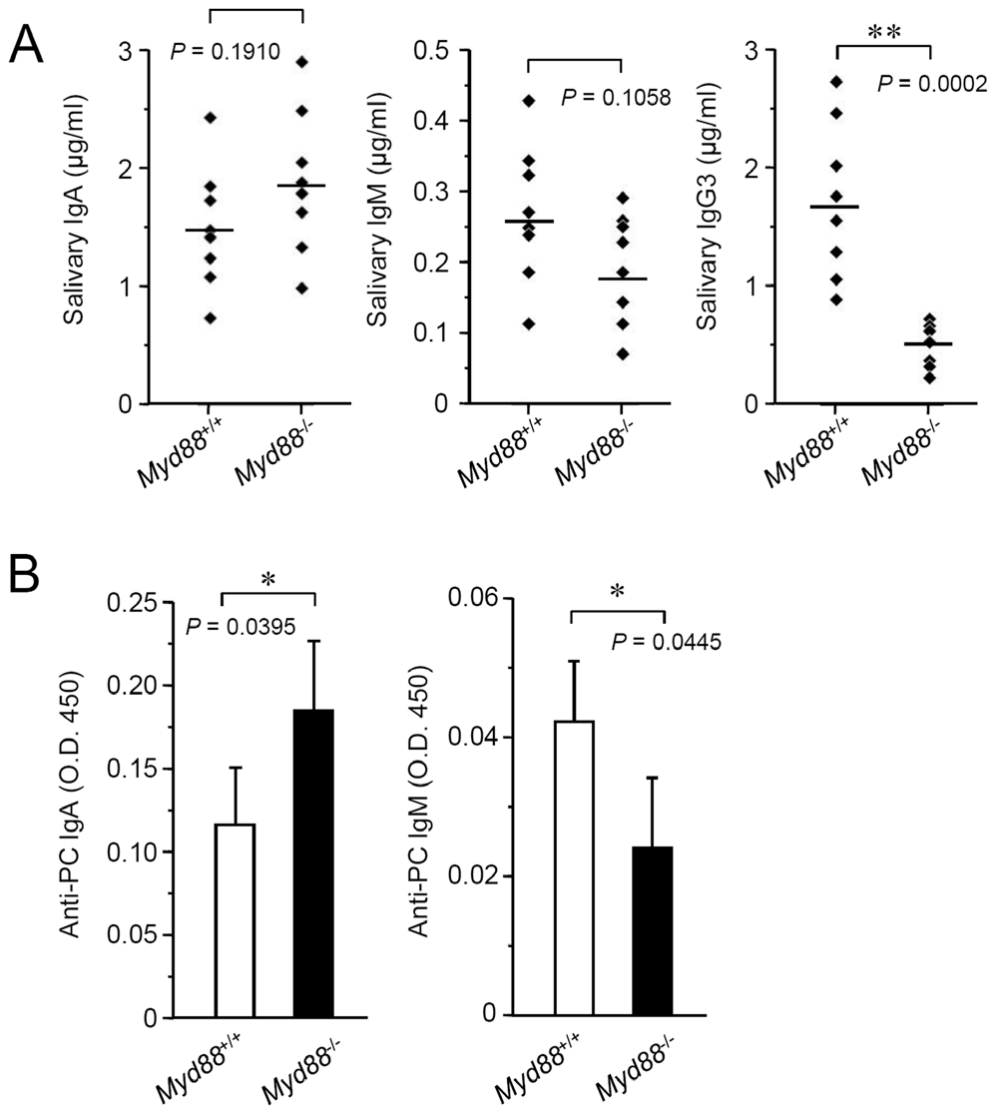
Effect of MyD88 deficiency on salivary basal Ig production. A: Levels of salivary basal IgA (left), IgM (middle) and IgG3 (right). Saliva samples were collected from naive *Myd88* ^+/+^ mice and *Myd88* ^-/-^ mice at 10 weeks old (n = 8 each) for determination of basal Ig levels by ELISA. Means of each group were shown and *P* values were calculated by unpaired Student's *t*-test. **, *P*<0.01. B: Levels of salivary anti-PC IgA (left) and anti-PC IgM (right). Saliva samples were collected from naive *Myd88* ^+/+^ mice and *Myd88* ^-/-^ mice at 10 weeks old for determination of the levels of anti-PC Igs by ELISA. Data are expressed as means ± SD (n = 4 each) and are representative of three independent experiments. *, *P*<0.05 (unpaired Student's *t*-test).

Most of salivary IgA is secreted from SGs, whereas salivary IgM and IgG originate from gingival crevicular fluids that are derived from plasma [2]. We determined the basal Ig levels in serum and compared them with the results of salivary Ig levels. The levels of serum IgM, IgG2c and IgG3 were reduced in *Myd88* ^-/-^ mice but the levels of IgA and IgG1 were not significantly changed as compared to the controls (Figure S5). These results at least suggest that the reduced level of salivary IgG3 in *Myd88* ^-/-^ mice is affected by its reduced level in plasma.

In the intestinal mucosal immunity, production of basal IgA is thought to be critically controlled by MyD88 signaling. Indeed, naive *Myd88*-/- mice do not produce IgA in the gut [15], [16]. However, a recent report indicated that MyD88 deficiency does not affect IgA production and it rather affects production of IgM [13]. Thus, the effect of MyD88 deficiency on the intestinal IgA production has been controversial. We therefore measured the level of intestinal IgA in the extracts obtained from fecal pellets collected from naive *Myd88* ^-/-^ mice and *Myd88* ^+/+^ controls with a method equivalent to that used in the previous report [15]. Fecal IgA was detectable in all of the samples collected from both groups of mice. The level in *Myd88* ^-/-^ mice was almost identical or slightly elevated, as compared to the controls, similarly to that of salivary IgA (Figure S6). Thus, MyD88 is dispensable for production of salivary or intestinal basal IgA.

B-1 type B cells are thought to be involved in T cell-independent production of low-affinity natural IgA and IgM [25], [27], which include broadly reactive antibodies to bacterial PC, bacterial lipopolysaccharides, double-stranded DNA and viruses [24], [28]. Such a type of Igs is thought to contribute to the innate immune defense. In addition, T cell-independent B cell responses are essentially controlled by signaling of TLRs and TACI, activation of which require MyD88 [8], [9]. We therefore examined whether MyD88 deficiency affects the level of salivary anti-PC IgA and IgM antibodies. Compared to the controls, salivary anti-PC IgA was elevated and salivary anti-PC IgM was reduced in *Myd88* ^-/-^ mice (Figure 6B).

Our results collectively suggest that increased B-1 cells in SGs of *Myd88* ^-/-^ mice produce an elevated level of salivary natural IgA, including anti-PC IgA, through a process that can be suppressed by MyD88-mediated signaling. In contrast, salivary [deleted ‘IgM and’] IgG3 that probably originate from plasma are systemically produced through a process associated with MyD88-mediated signaling.

## Discussion

This study was carried out to ascertain the effect of MyD88 deficiency on the oral innate defense. We found that MyD88 deficiency alters expression of several genes encoding AMPs in SGs. In particular, expression of the genes encoding SLPI, the S100 calcium-binding proteins S100A8 and S100A9 and lactotransferrin (also called lactoferrin) were markedly reduced. Next, MyD88 deficiency causes an increase in the number of SMG resident B cell populations, including B-1 cells and IgA^+^ plasma cells, and elevation of the level of salivary anti-PC IgA. In addition, MyD88 deficiency causes a decrease in salivary IgG3, likely indirectly, through a decrease in its plasma level. We described a detailed influence of MyD88 deficiency on salivary antimicrobial products, illustrating a potential role for MyD88-mediated signaling in the innate immune defense in the oral cavity.

MyD88 deficiency alters the histology of SMGs (Figure 1), but such alteration does not cause dysfunction of these glands. Possibly associated with the histology, expression of several genes encoding AMPs, including *Slpi*, were reduced (Figure 2). SLPI is a secreted antileukoprotease that protects epithelial tissues from various proteases, including cathepsin G, leukocyte elastase, trypsin and chymase [29]. This protein is secreted from a large variety of cell types, having been found in various body fluids, especially in mucosal fluids such as bronchial fluid and saliva. In addition to an antiprotease function, SLPI alternatively possesses antimicrobial, anti-inflammatory, and immunomodulatory functions [30]. Interestingly, in B cells, SLPI can effectively suppress class switch recombination for IgA production [31]. It is therefore possible that the elevated level of salivary anti-PC IgA in *Myd88* ^-/-^ mice is associated with the reduced expression of SLPI in SGs. It will be necessary to test whether SLPI deficiency leads to an increase in salivary IgA. It should also be investigated whether the MyD88 deficiency-associated reduction in SLPI and other antimicrobial proteins, including S100 proteins or lactoferrin, actually affects susceptibility to oral infections.

We observed increased B cells and IgA^+^ plasma cells in SGs with MyD88 deficiency and found that the majority of them were B-1 type B cells (Figure 5). In mice, B-1 cells are predominant in fetal immunity, and, in adults, they maintain the capacity to self-renew and are present primarily in serous cavities [24]. Propagated B-1 cells distribute to unusual immune sites, including the liver, spleen (red pulp), lung, uterus, and intestine. SGs are also known to contain B-1 cells, especially B-1a cells [32]. We observed that MyD88 deficiency increases both B-1a and B-1b cells in SMGs. B-1 cells produce the majority of natural IgM in the systemic immunity [24], whereas they are preferentially class-switched to produce IgA in the intestinal mucosa [27], [33]. IgA-producing B-1 cells in the intestinal lamina propria are thought to develop through processes that depend on IL-5 production [34] and existence of commensal bacteria [35]. IgA class switching of B-1 cells has also been observed in SMGs and IgA-committed B cells are thought to be derived from the nasopharynx-associated lymphoid tissues [36]. Therefore, it is possible that infiltrated B-1 cells in SMGs of *Myd88* ^-/-^ mice are directly involved in the increased production of salivary anti-PC IgA.

Salivary IgA is produced as secretory IgA in SGs through various processes, including synthesis as dimeric IgA by plasma cells that exist around secretory acini or intra-lobular ducts and transportation to the lumen by polymeric Ig receptor [2]. On the other hand, most IgG and IgM in saliva are derived mainly from plasma via the gingival crevices. Thus, salivary Igs can be affected by both oral mucosal immunity and systemic immunity. In systemic immunity, MyD88 has a role in TLR-mediated regulation of B cell responses and T cell-dependent production of IgM and IgG subclasses [8], [37]. Furthermore, MyD88 deficiency causes altered production of serum basal antibodies, including a decrease in IgM and IgG2c, probably due to a defect in B cell-intrinsic MyD88-dependent signaling [8], [13]. These observations are consistent with our data concerning their levels in serum and saliva. Conversely, inconsistent with previous findings on the intestinal IgA production [15], [16], MyD88 was not required for production of salivary and intestinal IgA. Our results suggest that MyD88 deficiency rather exerted an upregulatory effect on the processes responsible for IgA production. There is supporting evidence indicating that MyD88 deficiency leads to enhanced trafficking of intestinal bacterial antigens by CX_3_CR1^hi^ mononuclear phagocytes to the mesenteric lymph nodes, increasing IgA production in the intestinal mucosa [38]. Such antigen trafficking seems to be suppressed by recognition of intestinal microbiota by TLRs. Therefore, it is possible that MyD88-mediated signaling upon TLR recognition of oral commensal microbes influences salivary IgA production in SGs.

In conclusion, this study provides a detailed description of the effects of MyD88 deficiency on the oral innate defense, namely expression and production of several salivary antimicrobial agents. The precise association of MyD88 in the oral innate defense will require further studies to determine whether such effects actually influence susceptibility to oral infections or orally transmitted infections.

## Supporting Information

Figure S1 **qRT-PCR analysis for** ***Ltf*** **expression in SGs.** Total RNA was prepared separately from SMGs and SLGs collected from *Myd88* ^+/+^ mice and *Myd88* ^-/-^ mice at 10 weeks old (n = 8 each). Each expression level of *Ltf* was calculated relative to expression of the *Hprt1* housekeeping gene. Means of each group were shown and *P* values were calculated by unpaired Student's *t*-test. **, *P*<0.01.
(PDF) Click here for additional data file.

Figure S2 **Flow cytometric analysis of B cell populations resident in SMGs.** Flow cytometry was performed on cells prepared from SMGs from four *Myd88* ^+/+^ mice and four *Myd88*-/- mice at 10 weeks old. In the dot plots, the percentage and cell number within the outlined area are shown. Data are representative of three independent experiments with three to four mice per group. A: Analysis of SMG cells obtained from four mice for expression CD45 and B220 (30,000 cells each). Another plot of each group is shown in Figure 5A. B: Analysis of SMG cells obtained from four mice for expression CD138 and B220 (30,000 cells each). Another plot of each group is shown in Figure 5B.
(PDF) Click here for additional data file.

Figure S3 **Flow cytometric analysis of SMG cells stained with isotype control antibody.** Flow cytometry was performed on cells prepared from SMGs from *Myd88* ^+/+^ mice (left) and *Myd88*_-/-_ mice (right) at 10 weeks old. In the dot plots, the percentage and cell number within the outlined area are shown. Data are representative of three independent experiments. A: Analysis of SMG cells stained with FITC-labeled rat IgG2b isotype control antibody and PerCP-labeled rat IgG2a isotype control antibody (30,000 cells each). B: Analysis of SMG cells stained with PE/Cy7-labeled rat IgG2a isotype control antibody and PerCP-labeled rat IgG2a isotype control antibody (30,000 cells each). C: Analysis of SMG cells stained with PE/Cy5-labeled rat IgG2a isotype control antibody and PerCP-labeled rat IgG2a isotype control antibody (30,000 cells each). D: Analysis of SMG cells stained with PE-labeled rat IgG2a isotype control antibody, PE/Cy7-labeled rat IgG2a isotype control antibody, and PerCP-labeled rat IgG2a isotype control antibody (30,000 cells each).
(PDF) Click here for additional data file.

Figure S4 **Flow cytometric analysis of B cell populations resident in spleens.** Flow cytometry was performed on cells prepared from spleens from male *Myd88* ^+/+^ mice and *Myd88* ^-/-^ mice at 10 weeks old. Data are representative of three independent experiments with four mice per group. A: Expression of CD45 in splenocytes (30,000 cells each). Black lines indicate total cells and green lines indicate B220-positive cells. The data of percentage were graphically shown as means ± SD (n = 4 per group). *, *P*<0.05 (unpaired Student's *t*-test). B: Expression of Igs in splenocytes (30,000 cells each). Black lines indicate total cells, blue lines indicate cells with low or intermediate expression of CD138 and red lines indicate cells with high expression of CD138. The data of percentage were graphically shown as means ± SD (n = 4 per group). *, *P*<0.05 (unpaired Student's *t*-test).
(PDF) Click here for additional data file.

Figure S5 **Effect of MyD88 deficiency on the levels of serum basal Igs.** Sera were collected from *Myd88* ^+/+^ mice and *Myd88* ^-/-^ mice at 10 weeks old (n = 8 each) for determination of basal Ig levels by ELISA. Means of each group were shown and *P* values were calculated by unpaired Student's *t*-test. **, *P*<0.01.
(PDF) Click here for additional data file.

Figure S6 **Effect of MyD88 deficiency on intestinal IgA production.** Fecal extracts were prepared from fecal pellets collected from *Myd88* ^+/+^ mice and *Myd88* ^-/-^ mice at 10 weeks old (n = 8 each) for determination of intestinal basal IgA levels by ELISA. Means of each group were shown and *P* value was calculated by unpaired Student's *t*-test.
(PDF) Click here for additional data file.

Table S1 **Primer sets used in qRT-PCR analysis.**
(PDF) Click here for additional data file.

Table S2 **The selected 45 genes investigated by microarray of whole SMGs.**
(PDF) Click here for additional data file.

# Supplementary material for: MyD88 Deficiency Alters Expression of Antimicrobial Factors in Mouse Salivary Glands
**Source:** PLoS One. 2014 Nov 21;9(11):e113333. doi: 10.1371/journal.pone.0113333
**Supplement:** Figure S1 — qRT-PCR analysis for Ltf expression in SGs. Total RNA was prepared separately from SMGs and SLGs collected from Myd88 +/+ mice and Myd88 -/- mice at 10 weeks old (n = 8 each). Each expression level of Ltf was calculated relative to expression of the Hprt1 housekeeping gene. Means of each group were shown and P values were calculated by unpaired Student's t-test. **, P<0.01.

# Figure S1

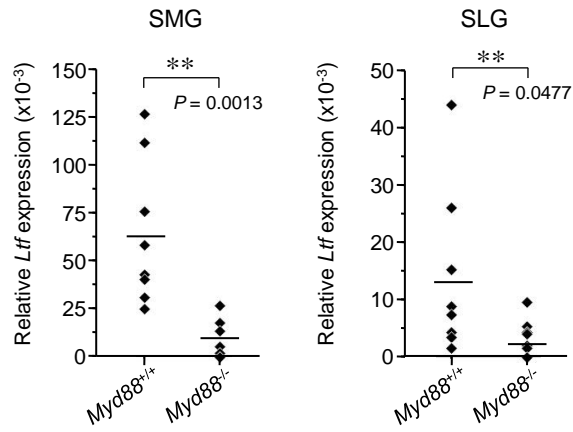

**Figure S1. qRT-PCR analysis for *Ltf* expression in SGs.**

Total RNA was prepared separately from SMGs and SLGs collected from *Myd88*<sup>+/+</sup> mice and *Myd88*<sup>-/-</sup> mice at 10 weeks old (n=8 each). Each expression level of *Ltf* was calculated relative to expression of the *Hprt1* housekeeping gene. Means of each group were shown and *P* values were calculated by unpaired Student's *t*-test. \*\*, *P* < 0.01.

# Supplementary material for: MyD88 Deficiency Alters Expression of Antimicrobial Factors in Mouse Salivary Glands
**Source:** PLoS One. 2014 Nov 21;9(11):e113333. doi: 10.1371/journal.pone.0113333
**Supplement:** Figure S2 — Flow cytometric analysis of B cell populations resident in SMGs. Flow cytometry was performed on cells prepared from SMGs from four Myd88 +/+ mice and four Myd88-/- mice at 10 weeks old. In the dot plots, the percentage and cell number within the outlined area are shown. Data are representative of three independent experiments with three to four mice per group. A: Analysis of SMG cells obtained from four mice for expression CD45 and B220 (30,000 cells each). Another plot of each group is shown in Figure 5A. B: Analysis of SMG cells obtained from four mice for expression CD138 and B220 (30,000 cells each). Another plot of each group is shown in Figure 5B.

# Figure S2

A

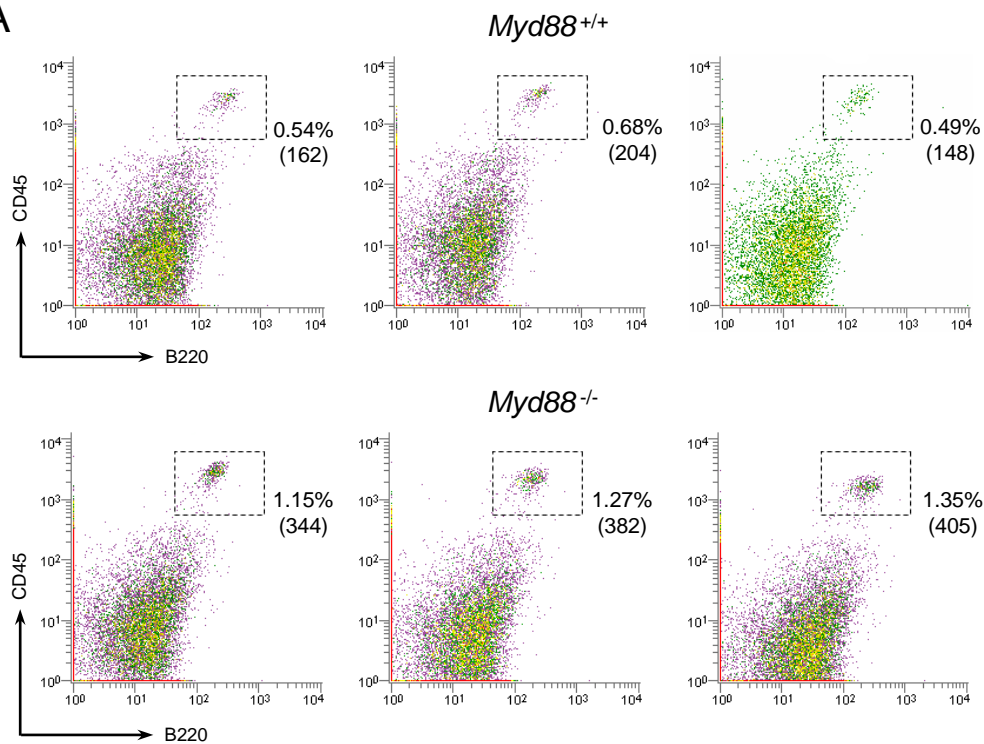

B

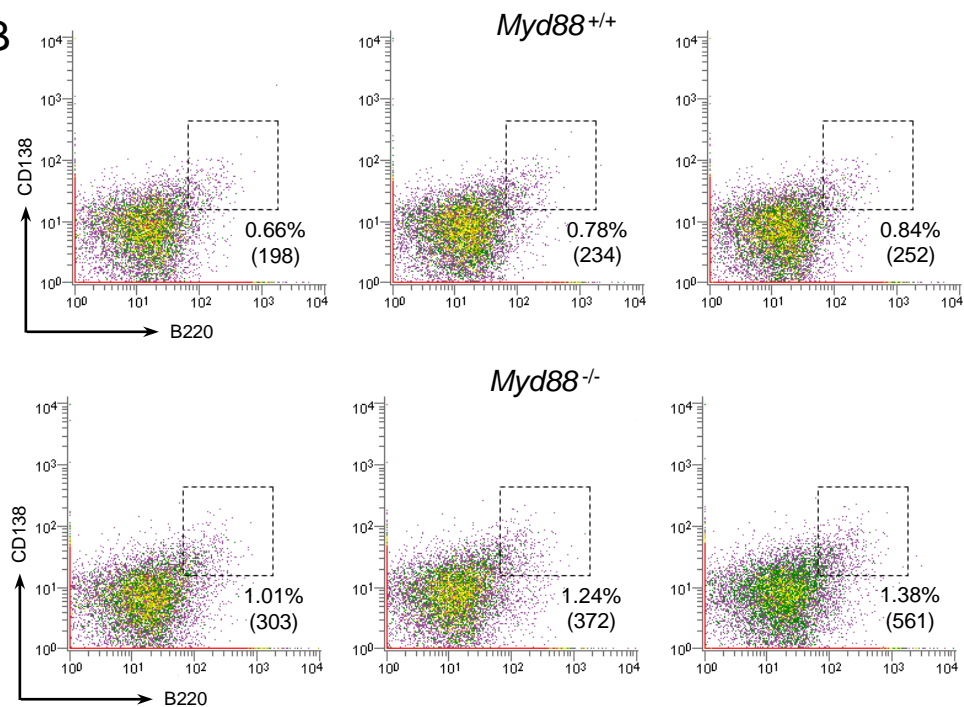

## Figure S2. Flow cytometric analysis of B cell populations resident in SMGs.

Flow cytometry was performed on cells prepared from SMGs from four *Myd88*<sup>+/+</sup> mice and four *Myd88*<sup>-/-</sup> mice at 10 weeks old. In the dot plots, the percentage and cell number within the outlined area are shown. Data are representative of three independent experiments with three to four mice per group.

A: Analysis of SMG cells obtained from four mice for expression CD45 and B220 (30,000 cells each). Another plot of each group is shown in Figure 5A.

B: Analysis of SMG cells obtained from four mice for expression CD138 and B220 (30,000 cells each). Another plot of each group is shown in Figure 5B.

# Supplementary material for: MyD88 Deficiency Alters Expression of Antimicrobial Factors in Mouse Salivary Glands
**Source:** PLoS One. 2014 Nov 21;9(11):e113333. doi: 10.1371/journal.pone.0113333
**Supplement:** Figure S3 — Flow cytometric analysis of SMG cells stained with isotype control antibody. Flow cytometry was performed on cells prepared from SMGs from Myd88 +/+ mice (left) and Myd88 -/- mice (right) at 10 weeks old. In the dot plots, the percentage and cell number within the outlined area are shown. Data are representative of three independent experiments. A: Analysis of SMG cells stained with FITC-labeled rat IgG2b isotype control antibody and PerCP-labeled rat IgG2a isotype control antibody (30,000 cells each). B: Analysis of SMG cells stained with PE/Cy7-labeled rat IgG2a isotype control antibody and PerCP-labeled rat IgG2a isotype control antibody (30,000 cells each). C: Analysis of SMG cells stained with PE/Cy5-labeled rat IgG2a isotype control antibody and PerCP-labeled rat IgG2a isotype control antibody (30,000 cells each). D: Analysis of SMG cells stained with PE-labeled rat IgG2a isotype control antibody, PE/Cy7-labeled rat IgG2a isotype control antibody, and PerCP-labeled rat IgG2a isotype control antibody (30,000 cells each).

# Figure S3

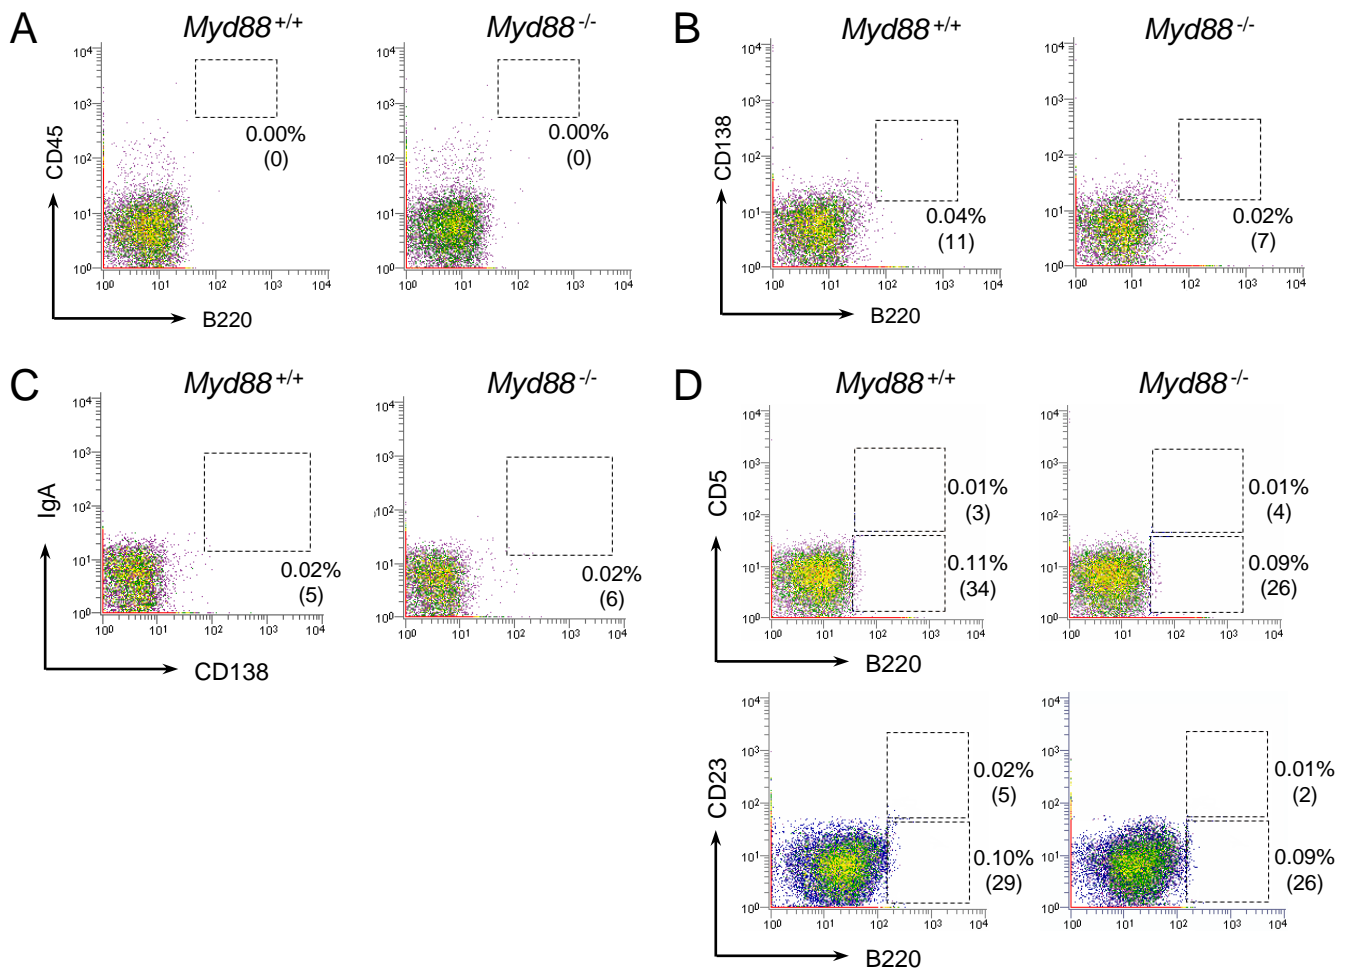

## Figure S3. Flow cytometric analysis of SMG cells stained with isotype control antibody.

Flow cytometry was performed on cells prepared from SMGs from *Myd88*<sup>+/+</sup> mice (left) and *Myd88*<sup>-/-</sup> mice (right) at 10 weeks old. In the dot plots, the percentage and cell number within the outlined area are shown. Data are representative of three independent experiments.

A: Analysis of SMG cells stained with FITC-labeled rat IgG2b isotype control antibody and PerCP-labeled rat IgG2a isotype control antibody (30,000 cells each).

B: Analysis of SMG cells stained with PE/Cy7-labeled rat IgG2a isotype control antibody and PerCP-labeled rat IgG2a isotype control antibody (30,000 cells each).

C: Analysis of SMG cells stained with PE/Cy5-labeled rat IgG2a isotype control antibody and PerCP-labeled rat IgG2a isotype control antibody (30,000 cells each).

D: Analysis of SMG cells stained with PE-labeled rat IgG2a isotype control antibody, PE/Cy7-labeled rat IgG2a isotype control antibody, and PerCP-labeled rat IgG2a isotype control antibody (30,000 cells each).

# Supplementary material for: MyD88 Deficiency Alters Expression of Antimicrobial Factors in Mouse Salivary Glands
**Source:** PLoS One. 2014 Nov 21;9(11):e113333. doi: 10.1371/journal.pone.0113333
**Supplement:** Figure S6 — Effect of MyD88 deficiency on intestinal IgA production. Fecal extracts were prepared from fecal pellets collected from Myd88 +/+ mice and Myd88 -/- mice at 10 weeks old (n = 8 each) for determination of intestinal basal IgA levels by ELISA. Means of each group were shown and P value was calculated by unpaired Student's t-test.

## Figure S6

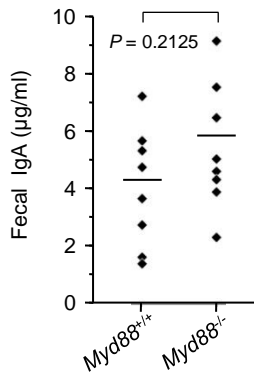

### Figure S6. Effect of MyD88 deficiency on intestinal IgA production.

Fecal extracts were prepared from fecal pellets collected from *Myd88*<sup>+/+</sup> mice and *Myd88*<sup>-/-</sup> mice at 10 weeks old (n=8 each) for determination of intestinal basal IgA levels by ELISA. Means of each group were shown and *P* value was calculated by unpaired Student's *t*-test.

# Supplementary material for: MyD88 Deficiency Alters Expression of Antimicrobial Factors in Mouse Salivary Glands
**Source:** PLoS One. 2014 Nov 21;9(11):e113333. doi: 10.1371/journal.pone.0113333
**Supplement:** Table S1 — Primer sets used in qRT-PCR analysis.

Table S1

Primer sets used in qRT-PCR analysis

| Gene          | Primer sequence (5' - 3')                                                                                                                                                                                                  |                           |
|---------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------|
| <i>Defa1</i>  | F                                                                                                                                                                                                                          | AGGTGACTCGCAGCCATGAA      |
|               | R                                                                                                                                                                                                                          | ATAGAATCAGCCTGGACCTGGAAG  |
| <i>Defb1</i>  | F                                                                                                                                                                                                                          | AGCCTCATCTGTGAGCCCAACTA   |
|               | R                                                                                                                                                                                                                          | TCCAAGACTTGTGAGAATGCCAAC  |
| <i>S100a8</i> | Please see: RT <sup>2</sup> qPCR Primer Assay for Mouse <i>S100a8</i> (PPM05051F)<br><a href="http://www.sabiosciences.com/primerinfo.php?pcatn=PPM05051F">http://www.sabiosciences.com/primerinfo.php?pcatn=PPM05051F</a> |                           |
| <i>S100a9</i> | F                                                                                                                                                                                                                          | CCCTGACACCCTGAGCAAGA      |
|               | R                                                                                                                                                                                                                          | TTCTCATGACAGGCAAAGATCAAC  |
| <i>Ltf</i>    | F                                                                                                                                                                                                                          | CCTGCTTGCTAACCAGACCAGA    |
|               | R                                                                                                                                                                                                                          | TCACCAATACACAGGGCACAGAG   |
| <i>Hprt</i>   | F                                                                                                                                                                                                                          | TTGTTGTTGGATATGCCCTTGACTA |
|               | R                                                                                                                                                                                                                          | AGGCAGATGGCCACAGGACTA     |

# Supplementary material for: MyD88 Deficiency Alters Expression of Antimicrobial Factors in Mouse Salivary Glands
**Source:** PLoS One. 2014 Nov 21;9(11):e113333. doi: 10.1371/journal.pone.0113333
**Supplement:** Table S2 — The selected 45 genes investigated by microarray of whole SMGs.

Table S2

| Gene Name        | Description                                                  | Analogous gene in humans |
|------------------|--------------------------------------------------------------|--------------------------|
| <i>Adm</i>       | adrenomedullin                                               | <i>ADM</i>               |
| <i>B2m</i>       | beta-2 microglobulin                                         | <i>B2M</i>               |
| <i>Bpi</i>       | bactericidal permeability increasing protein (BPI)           | <i>BPI</i>               |
| <i>Bpifa1</i>    | BPI fold containing family A, member 1                       | <i>PLUNC</i>             |
| <i>Bpifb1</i>    | BPI fold containing family B, member 1                       | <i>LPLUNC1</i>           |
| <i>Bpifb2</i>    | BPI fold containing family B, member 2                       | <i>BPIL1</i>             |
| <i>Calca</i>     | Calca calcitonin/calcitonin-related polypeptide, alpha       | <i>CALCA</i>             |
| <i>Camp</i>      | cathelicidin antimicrobial peptide (LL-37)                   | <i>CAMP</i>              |
| <i>Ccl28</i>     | chemokine (C-C motif) ligand 28                              | <i>CCL28</i>             |
| <i>Csta1</i>     | cystatin A1                                                  | <i>CSTA</i>              |
| <i>Cstb</i>      | cystatin B                                                   | <i>CSTB</i>              |
| <i>Cst3</i>      | cystatin C                                                   | <i>CST3</i>              |
| <i>Defa1</i>     | defensin, alpha 1                                            | <i>DEFA1</i>             |
| <i>Defa3</i>     | defensin, alpha 3                                            | <i>DEFA3</i>             |
| <i>Defa4</i>     | defensin, alpha 4                                            | <i>DEFA4</i>             |
| <i>Defb1</i>     | defensin, beta 1                                             | <i>DEFB1</i>             |
| <i>Defb2</i>     | defensin, beta 2                                             | <i>DEFB4A</i>            |
| <i>Defb3</i>     | defensin, beta 3                                             | <i>DEFB103A</i>          |
| <i>Defb4</i>     | defensin, beta 4                                             | <i>DEFB4B</i>            |
| <i>Dmbt1</i>     | deleted in malignant brain tumors 1                          | <i>DMBT1</i>             |
| <i>Fn1</i>       | fibronectin 1                                                | <i>FN1</i>               |
| <i>Fgf1</i>      | fibroblast growth factor 1                                   | <i>FGF1</i>              |
| <i>Fgf2</i>      | fibroblast growth factor 2                                   | <i>FGF2</i>              |
| <i>Lpo</i>       | lactoperoxidase                                              | <i>LPO</i>               |
| <i>Ltf</i>       | lactotransferrin                                             | <i>LTF</i>               |
| <i>Lyz1</i>      | lysozyme 1                                                   | <i>LYZ</i>               |
| <i>Lyz2</i>      | lysozyme 2                                                   | <i>LYZ</i>               |
| <i>Mpo</i>       | myeloperoxidase                                              | <i>MPO</i>               |
| <i>Npy</i>       | neuropeptide Y                                               | <i>NPY</i>               |
| <i>Pglyrp1</i>   | peptidoglycan recognition protein 1                          | <i>PGLYRP1</i>           |
| <i>Pglyrp2</i>   | peptidoglycan recognition protein 2                          | <i>PGLYRP2</i>           |
| <i>Pglyrp3</i>   | peptidoglycan recognition protein 3                          | <i>PGLYRP3</i>           |
| <i>Pglyrp4</i>   | peptidoglycan recognition protein 1                          | <i>PGLYRP4</i>           |
| <i>Pip</i>       | prolactin induced protein                                    | <i>PIP</i>               |
| <i>Prb1</i>      | proline-rich protein BstNI subfamily 1                       | <i>PRB1</i>              |
| <i>Prh1</i>      | proline rich protein HaeIII subfamily 1                      | <i>PRH1</i>              |
| <i>S100a7a</i>   | S100 calcium binding protein A7A                             | <i>S100A7</i>            |
| <i>S100a8</i>    | S100 calcium binding protein A8 (calgranulin A)              | <i>S100A8</i>            |
| <i>S100a9</i>    | S100 calcium binding protein A9 (calgranulin B)              | <i>S100A9</i>            |
| <i>Serpina1c</i> | serine (or cysteine) peptidase inhibitor, clade A, member 1C | <i>PI3</i>               |
| <i>Sftpa1</i>    | surfactant associated protein A1                             | <i>SFTPA1</i>            |
| <i>Slpi</i>      | secretory leukocyte peptidase inhibitor                      | <i>SLPI</i>              |
| <i>Tac1</i>      | tachykinin 1 (Substance P)                                   | <i>TAC1</i>              |
| <i>Trf</i>       | transferrin                                                  | <i>TF</i>                |
| <i>Vip</i>       | vasoactive intestinal polypeptide                            | <i>VIP</i>               |

How the deposited data were processed for this re-analysis (not part of the article)

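Gene expression was measured with 1-colour Agilent whole mouse genome arrays in SGs from Myd88-/- and Myd88+/+ mice at 10 weeks of age, 2 arrays for each label. The paper's legends give n = 3 for each genotype. For hybridization, 600 ng of Cy3-labelled cRNA made from 100 ng of total RNA was kept at 65 °C for 17 h. The authors deposited the scanner output of each array, made with Feature Extraction 10.7.3.1. Its processed signal is an intensity that the authors' software had corrected for background and for trends across the array, with dim spots set to a surrogate value and no normalization between arrays. The deposited mean spot intensity and median local background are uncorrected, and the deposited flags mark spots well above background, saturated spots and outliers. Gene names and probe positions were taken from the same files (NCBI37/mm9). A RefSeq gene table of GRCm38.p6 was used for names and synonyms only, and 15496 of the 22312 genes tested (69.5%) had a name in it. A processed table of the whole series was not used, because its 4 value columns could not be assigned to single samples.

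From the files, the log2 processed signal of the 59305 non-control spots was taken minus the 75th percentile of each array. Spots flagged as outliers were left out, saturated spots would have been kept, and spots of 1 probe were averaged. A probe counted as well above background where more than a share of 0.5 of its spots were. A probe was tested when it passed on both arrays of at least 1 genotype, and the brightest tested probe stood for its gene. Groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. Differences are log2 values of the arrays labelled Myd88-/- minus those labelled Myd88+/+. The share of probes well above background was 52.2% and 68.4% on the arrays labelled Myd88-/- and 74.2% and 55.1% on those labelled Myd88+/+, so that dim genes were measured less well on Myd88-/- array 1 and Myd88+/+ array 2.

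The genes named are those of Table S2, every α-defensin, β-defensin and S100 gene on the array by its symbol, Myd88, Hprt, Xist and Y-linked genes, and outside these the 5 genes with the largest increase and the 5 with the largest decrease whose arrays do not overlap between labels. Since fewer than 10 genes passed the adjusted threshold, these 5 and 5 were taken among genes with an unadjusted p under 0.05, as the rule provided. The rule, the alternatives and 15 marker gene lists (neutrophil, B cell, plasma cell, T cell, macrophage, adipocyte, skeletal muscle, granular convoluted tubule, submandibular acinar, sublingual gland, parotid gland, sex, immediate early, interferon-stimulated and NF-kB targets) were set before the data were examined. A list of lymph node stroma and vessel genes was written afterwards, when the decrease of Glycam1 had been seen, and its test leaves Glycam1 out. Lists were tested with limma's camera at a preset correlation of 0.01, and again with fry and with an estimated correlation.

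The alternatives planned and run numbered 17. They were normexp background correction (offset 50), quantile normalization, the 75th percentile over detected probes, no filter and a stricter filter on dim probes, the mean of a gene's probes, flagged spots kept, trended and robust moderation, the methods' t-test on log2 and on linear values, the replicate number as a block, each array left out in turn, and the other tests of lists. The 7 alternatives added after seeing the data were scaling by the median, cyclic loess over detected probes, and a block of crossed replicate pairs, alone and with each of 4 other scalings. The test between groups was tried on simulated gene values for the same 22312 genes, with 200 of them changed. Background correction, scaling, the filter and the choice of probe were not simulated. The noise was drawn independently for each gene and array, so the recovery below need not hold for the real arrays. limma recovered 0 of the 200 at a log2 change of 1, 108 (54%) at 2 and 164 (82%) at 3, with 0, 7 and 11 false calls. Values of the paper that are set beside these were read by eye from its figures. The paper's qRT-PCR, histology, flow cytometry and ELISA measurements were not analysed here.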

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

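The tests of lymph node tissue, of leukocytes of every kind, of the number of detected probes, of muscle tissue as the origin of the muscle genes, of T cell genes against muscle or fat, and of dilution by other tissue were chosen after the results were seen; the other tests were planned. The genes and lists below lie outside those the paper discusses, and each stood out because the arrays of the 2 labels were apart. Directions rest on the labels, which the Myd88 probe does not check.

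The genes outside the paper's lists with the largest increase on the arrays labelled Myd88-/- were 9630001P10Rik (log2 difference 4.92, at least 6.66-fold), Tcl1b5 (4.73, at least 10.6-fold), Gm6662 (3.68), Gm12888 (3.63) and Slc6a15 (3.57, at least 4.11-fold). The largest decreases were in Myh4 (-8.49, at least 218-fold), Glycam1 (-8.12, with 1 of 2 arrays labelled Myd88-/- well above background), Myh8 (-7.52), Faim3 (-6.40, at least 40.2-fold) and Ms4a1 (-6.36, at least 28.5-fold). These ranks are by log2 difference. A gene given with a bound was well above background on neither array of the lower label, so its rank is not firm. Gm6662 (12.8-fold) and Gm12888 (12.3-fold), well above background on all 4 arrays, exceed the bounds of 9630001P10Rik and Tcl1b5. None of these 10 genes passed an adjusted p of 0.05 in limma's test under the settings used throughout. Gm6662, Gm12888, Faim3, Ms4a1 and Glycam1 passed it with normexp, and Gm6662, Gm12888, Faim3, Ms4a1, Slc6a15 and Myh4 with trended and robust moderation. All 10 passed it under median scaling, which was chosen after the data were seen.

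With camera at its preset correlation, 7 of the lists differed. The median log2 difference was -1.98 for B cell genes (16 of 16 lower), -2.51 for T cell genes (14 of 14 lower), -3.14 for skeletal muscle genes (12 of 13 lower), -0.85 for adipocyte genes (11 of 11 lower; -0.50 without Myd88-/- replicate 1), -1.83 for parotid gland genes (7 of 8 lower), 0.38 for submandibular acinar genes (8 of 9 higher, mean 0.08) and 0.30 for sublingual gland genes (8 of 9 higher). None of the 7 held under fry or with an estimated correlation. The submandibular acinar and sublingual lists also lost the call with normexp, quantile normalization, the replicate block, median scaling and cyclic loess, and without some of the arrays, whereas the other 5 kept it in these settings. Among the T cell genes the smallest decrease was -0.04. Of the tested genes, 2 in the submandibular acinar list and 2 in the parotid list (Prb1 and Prh1) are also in Table S2.

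For the lymphocyte genes, several explanations were weighed. A general loss of leukocytes would lower macrophage genes too, but the lowest of 14 macrophage genes differed by -0.44 (Lyz2) and the list by a median of 0.03. The number of detected probes does not account for the decrease, since within the 2 pairs of arrays with like numbers of detected probes the 30 lymphocyte genes had median log2 differences of -2.12 and -2.26. Lymph node tissue left on the glands of the mice labelled Myd88+/+ may have brought these transcripts, although the paper's methods state that lymph nodes were removed. The list of lymph node stroma and vessel genes without Glycam1 had a median of -1.45, but its 7 tested genes moved apart. Ltb, Cxcl13, Fut7 and Clec4g were lower, Ccl19 and Cr1l were nearly level at -0.22 and 0.05, and Madcam1 was higher by 0.85. With Glycam1, whose decrease prompted the list, the median is -1.59. Ltb and Fut7 are also made by leukocytes. On the arrays alone, lymph node tissue and fewer lymphocytes within the glands therefore cannot be told apart. The paper's flow cytometry counted more B cells in SMGs of male Myd88-/- mice, which argues against fewer B cells in the glands. The labels give the array mice as female, and the paper reports no T cell counts. An effect of genotype on lymphocytes in the gland stays open and untested.

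The skeletal muscle genes fell together, with a mean log2 difference of -3.43, among them the abundant Tnnc2 (-5.99), Tnni2 (-5.07) and Acta1 (-2.11). Muscle tissue on the glands of the samples labelled Myd88+/+ and a change of these genes within the glands cannot be told apart, since the list that would show such tissue is the one that raised the question. Muscle or fat does not account for the changes as a whole, since neither carries the T cell genes (median -2.51).

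Other explanations for the genes outside the paper's lists were examined. A segment of the donor strain around Myd88 would raise the share of changed genes there. Within 20 Mb of the Myd88 probe 15.8% of 310 genes had an unadjusted p under 0.05, against 16.6% of 21730 genes elsewhere (Fisher's exact test, two-sided p = 0.759). Mice of different sex would differ in Xist, whose log2 difference was -0.16, and of the Y-linked genes Uty alone was well above background, on 1 array of each label. Dilution of gland RNA by other tissue would raise the gland's own genes on the arrays labelled Myd88-/- as much as the genes with the largest increase, but the highest of 16 granular convoluted tubule genes rose by 0.30. Other genes of the gland rose, Smgc of the sublingual list by 1.57 and Slc12a2 of the acinar list by 0.42, which dilution common to all gland genes would not bring without a like rise of the tubule genes. Of 25 genes with a gene symbol and a probe position that rose by at least 2 log2 units, with unadjusted p under 0.05 and no overlap between labels, 5 are the neighbours Mup17, Mup19, Mup5, Mup20 and Mup3 (chromosome 4, 61253019 to 61745794, mm9), close copies whose probes may share signal, and 3 are Gm12888, Gm12887 and Gm10573 on the same chromosome (120989513 to 121655918). These clusters were noticed after the values were seen, and a strain difference at these loci was not tested.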

How the results depend on the processing

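Scaling by the median, cyclic loess over detected probes and the crossed pairs as a block, alone or with another scaling, were chosen after seeing the data; the other settings were set before the data were examined. A fit on the authors' deposited processed table was intended and not run, because its columns could not be assigned to samples, and a block for the slide could not be fitted because there is 1 slide. For the crossed fits the calls were counted and named, and no log2 differences are given. Differences in the counts below are differences in numbers, not in named genes, and the cause was not tested unless stated.

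The number of genes passing an adjusted p of 0.05 was 0, and stayed 0 under quantile normalization, the 75th percentile over detected probes, either filter, the mean of a gene's probes, flagged spots kept, the replicate block, and without any array. It was 79 with normexp (34 higher, 45 lower) and 482 with trended and robust moderation (265 higher, 217 lower). With the methods' t-test on log2 and on linear values it was 1 and 1 after adjustment (Tmtc1 in both, named because the count is small) and 2935 and 2861 before it. Among the added settings it was 402 with median scaling (69 higher, 333 lower), 0 with cyclic loess, and 136 with crossed pairs under median scaling. Under median scaling limma estimated infinite prior degrees of freedom, so that every gene had the same standard error. Genes with an unadjusted p under 0.05 numbered 3715 (2190 higher, 1525 lower), but 2410 under the replicate block, 2192 to 3033 with each array left out and 995 under median scaling (240 higher, 755 lower). They numbered 4422 with normexp (2786 higher, 1636 lower) and 4473 with trended and robust moderation (2759 higher, 1714 lower), and with the methods' t-test on log2 values 2009 were higher and 926 lower. The majority of higher genes also turned with the 75th percentile over detected probes (1754 higher, 1805 lower), cyclic loess (1621 higher, 2167 lower) and without Myd88-/- replicate 2 (1372 higher, 1661 lower), and nearly vanished with quantile normalization (1700 higher, 1660 lower), the replicate block (1238 higher, 1172 lower) and without Myd88+/+ replicate 2 (1097 higher, 1095 lower). With crossed pairs more genes were higher (2317 higher, 1840 lower), but more were lower when crossed pairs were combined with any of the 4 other scalings. The median log2 difference of all genes was 0.06, and lay between -0.01 and 0.12 under the alternatives.

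Adjusted over all genes, 0 genes of Table S2 were called. This count was 1 with normexp, 2 with trended and robust moderation, 3 with median scaling and 1 with crossed pairs under median scaling. For the α-defensins it moved from 0 to 1 under normexp, trended and robust moderation and median scaling, for the β-defensins from 0 to 1 under median scaling, and for the S100 genes from 0 to 2 under normexp and under trended and robust moderation.

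Adjusted over the list alone, the count for Table S2 was 1 and moved to 9 with normexp, 0 with no filter, 2 with the stricter filter, 6 with trended and robust moderation, 0 with either form of the methods' t-test, 0 under the replicate block, and 0 to 6 with each array left out. Added settings gave 6 with median scaling, 3 with cyclic loess, and with crossed pairs 4, or 4, 2, 5 and 5 when combined with median scaling, quantile normalization, the detected 75th percentile and cyclic loess. For the α-defensins the count was 2, and 0 with no filter, 1 with quantile normalization, either form of the methods' t-test, the replicate block, median scaling and cyclic loess, and 1 to 2 with each array left out. For the β-defensins it was 0, 0 to 1 with each array left out and 2 with median scaling. For the S100 genes it was 2 (S100b and S100a5), and 3 with normexp, 1 with no filter and under the replicate block (S100b in both), 4 with trended and robust moderation, 0 with either form of the methods' t-test, 0 to 2 with each array left out (0 without any array but Myd88-/- replicate 2), 3 with median scaling (S100a8, S100b and S100a9, without S100a5), 4 with cyclic loess, and with crossed pairs 4, or 4, 3, 4 and 6 with median scaling, quantile normalization, the detected 75th percentile and cyclic loess.

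The decrease of Slpi kept its direction in every setting. It passed the threshold over all genes under normexp (-2.28), with trended and robust moderation (-3.35) under median scaling (-3.40) and with crossed pairs under median scaling, and in no other setting. S100a8 and S100a9 kept their direction and were not called over all genes in any setting, S100a8 having no tested probe under the stricter filter. Ltf was not called over all genes in any setting. Over the list of Table S2 alone it was called without Myd88-/- replicate 2 and in no other setting. Without each array in turn its log2 difference ran from -0.85 to 0.20, turning positive without Myd88-/- replicate 1. The Myd88 difference stayed positive, between 0.29 and 0.40.

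The replicate numbers do not pair the arrays. Deviations from the group means of same-numbered arrays had a correlation across genes of -0.373, and of crossed arrays 0.373; genes are not independent replicates. With the replicate block, the log2 difference of Slpi was -3.35 (adjusted p = 0.440 from limma). The crossed pairs as a block called 0 genes over all genes, and 4157 had an unadjusted p under 0.05.

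Of the lists, 7 differed with camera's preset correlation, 0 with fry and 0 with an estimated correlation, and 6 to 7 with each array left out. These are not the same lists throughout. The granular convoluted tubule list gained a call, as lower, with normexp, quantile normalization, cyclic loess, without Myd88-/- replicate 1 and without Myd88+/+ replicate 1. The plasma cell list gained one with normexp, median scaling and without Myd88-/- replicate 1, and the NF-kB targets list without Myd88+/+ replicate 2. Values near 0 changed sign. Cstb, at 0.03, was -0.026 with normexp, -0.039 with quantile normalization, -0.015 with the detected 75th percentile, -0.020 with median scaling, -0.048 with cyclic loess, and from -0.0047 upward to 0.069 with each array left out. Hprt, at 0.06, was -0.0076 with quantile normalization and -0.017 with cyclic loess. The macrophage list, at a median of 0.03, was -0.0099 with normexp, -0.015 with quantile normalization, -0.026 with median scaling, -0.037 with cyclic loess. Under normexp the immediate early list was 0.097 and the interferon-stimulated list 0.091. With each array left out in turn, where the lone array of a label is assumed to vary like those of the other, medians of lists crossed 0: macrophage from -0.18 to 0.16, immediate early (-0.01) from -0.22 to 0.060, interferon-stimulated (-0.02) from -0.067 to 0.15, NF-kB targets (-0.05) from -0.24 to 0.16, neutrophil (0.18) from -0.10 to 0.15, plasma cell (-0.0010) from -0.23 to 0.093 and granular convoluted tubule (-0.15) from -0.33 to 0.034.

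Signal over background limits the dim genes most. On Myd88-/- array 1 and Myd88+/+ array 2 fewer probes were well above background, and 6565 probes were so only on the other 2 arrays.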

Differences from the paper's values

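Median scaling, cyclic loess over detected probes and the crossed pairs as a block were chosen after seeing the data; the other settings were set before the data were examined. The paper's values below were read by eye from its figures. They are fold changes of Myd88-/- over Myd88+/+ mice, negative for a decrease, and those computed here are on the same scale. The paper gives n = 3 for each genotype, and 2 arrays of each label were analysed here.

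For Ltf the paper shows about -3.6 in Fig. 2A, read by eye, and the value here is -1.25. None of the settings came to the paper's value; the nearest was -1.81, without Myd88-/- replicate 2. For S100a5 the paper shows about 1.8 in Fig. 4A, read by eye, and the value here is 2.29, with a difference left under every setting set beforehand. For Defa-rs2 the paper shows about 1.9 in Fig. 3A, read by eye, and the value here is 4.54. Under normexp background correction it was 2.11, within the spread of the arrays from the paper's value, and under the other settings set beforehand it was not.

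Smaller differences were found in 5 further genes. In Cst3, Pip and S100a13 they exceed the SD between arrays, and in Serpina1c and Defa-rs10 they lie within it and concern the sign alone. The paper's values were read by eye to 1 decimal, and gaps this small may come from the reading. No difference from the paper is therefore established for these 5 genes. Prb1 and Prh1 were not counted, because their wider gaps lie within the spread between arrays. For both the paper shows about -2.7 in Fig. 2A, read by eye, against -4.88 for Prb1 and -5.31 for Prh1 here. Without Myd88-/- replicate 2 the values were -2.51 and -2.67. For Cst3 the paper shows about -1.6 in Fig. 2A, read by eye, against -1.53 here; no difference was left under normexp, quantile normalization, the 75th percentile over detected probes, the methods' t-test on linear values, without Myd88-/- replicate 2 and without Myd88+/+ replicate 2, and one was left under the other settings set beforehand. The settings chosen after seeing the values gave Cst3 log2 differences of -0.67 with median scaling and -0.70 with cyclic loess. For Pip the paper shows about 1.2 in Fig. 2A, read by eye, against 1.2998 here; no difference was left under normexp, the 75th percentile over detected probes, without Myd88-/- replicate 2 and without Myd88+/+ replicate 1, and one was left under the others. The settings chosen after seeing the values gave Pip log2 differences of 0.33 with median scaling and 0.22 with cyclic loess. For Serpina1c the paper shows about 1.1 in Fig. 2A, read by eye, against -1.01 here; no difference was left with the methods' t-test on linear values, without Myd88-/- replicate 2 and without Myd88+/+ replicate 1, and one was left under the others. For S100a13 the paper shows about -1.2 in Fig. 4A, read by eye, against -1.102 here; no difference was left under normexp, quantile normalization, the 75th percentile over detected probes, without Myd88-/- replicate 2 and without Myd88+/+ replicate 1, and one was left under the others. For Defa-rs10 the paper shows about -1.1 in Fig. 3A, read by eye, against 1.00 here; no difference was left under the 75th percentile over detected probes, without Myd88-/- replicate 2 and without Myd88+/+ replicate 1, and one was left under the others.

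The paper states that S100a8, S100a9 and Ltf were significantly lower and marks Slpi as significant. Over all genes tested, none of the 4 passed an adjusted p of 0.05 in limma's test. Slpi passed it under normexp, with trended and robust moderation, and under median scaling and crossed pairs with median scaling, both chosen after seeing the values. S100a8, S100a9 and Ltf passed it over all genes under no setting. Adjusted over the tested genes of Table S2 alone, S100a9 passed under normexp, though not over the S100 genes alone, and Ltf passed without Myd88-/- replicate 2. Among the settings chosen after seeing the values, S100a8 and S100a9 passed over the list alone under median scaling and with crossed pairs, alone or with median scaling, the detected 75th percentile or cyclic loess, and S100a9 with crossed pairs under quantile normalization. At an unadjusted p under 0.05 in limma's test, Slpi and S100a9 passed, and S100a8 and Ltf did not. S100a8 passed that level with quantile normalization, with trended and robust moderation, without Myd88+/+ replicate 2, and with median scaling and cyclic loess, the last 2 chosen after seeing the values, and in the crossed fits named above that call it over a list. Ltf passed it without Myd88-/- replicate 2 and in no other setting, the crossed fits aside, for which its unadjusted p was not taken. With the methods' t-test on log2 values, p without adjustment was 0.192 for S100a8, 0.163 for S100a9, 0.598 for Ltf and 0.011 for Slpi (n = 2 each; an exact permutation test cannot go below 0.333).

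The paper states that S100 genes other than S100a8 and S100a9 were not affected. Of the 12 others tested, S100b (fold -2.77) and S100a5 passed the adjusted threshold over the list alone. The paper states that defensin expression was not clearly changed. The 2 families were adjusted as separate lists, and the 10 defensin genes tested were not adjusted together. Of 3 α-defensins, 2 passed over their list alone, Defa-rs2 and Defa-rs7 (fold 1.62), and of 7 β-defensins 0 passed. Fig. 2A marks 5 genes of Table S2 as not detected, of which Bpifb1 (as U46068, log2 difference 0.49) and Cstb (log2 difference 0.03) were well above background on all 4 arrays.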

Other observations

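The tests of the number of detected probes, of lymph node tissue and of a smaller submandibular share were chosen after the results were seen; the others were planned. For the lower values of S100a8 and S100a9 (Ltf showed no clear decrease), fewer neutrophils in the glands of the mice labelled Myd88-/- were weighed. The 13 tested neutrophil genes outside Table S2 had a median log2 difference of 0.23, 9 of them higher and 4 lower, and were not called as a set by limma's camera, so this cannot be told apart from a change in the glands' own cells. The full list of 19 genes, 6 of them in Table S2, had a median of 0.18 and a mean of -0.15. Within the 2 pairs of arrays with like numbers of detected probes, the log2 difference was -1.25 and -1.84 for S100a8 and -1.42 and -1.47 for S100a9. Lymph node tissue in the samples labelled Myd88+/+ may also carry both S100 genes, as B cell genes fell on the same arrays (median -1.98), and 2 arrays against 2 leave this open. An effect of genotype on these genes stays open and untested.

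For the decrease of Slpi, a smaller share of sublingual tissue on the arrays labelled Myd88-/- would need the sublingual genes to fall as far, and their median was 0.30. A smaller share of submandibular tissue would lower the granular convoluted tubule genes as far, and the lowest of 16 differed by -0.75 (median -0.15). Within the 2 pairs of arrays with like numbers of detected probes the log2 difference of Slpi was -3.30 and -3.40, so that the number of detected probes does not account for it. Parotid tissue in the samples labelled Myd88+/+ was weighed as well. The parotid list had a median of -1.83, but Car6 was higher by 0.39 and Amy1 differed by -0.57, and the median deviation of its genes from their means was -0.0061 and -1.82 on the arrays labelled Myd88-/- and 0.96 and 0.87 on those labelled Myd88+/+, so that 1 array carries most of the decrease (without Myd88-/- replicate 2 the median was -0.92). Slpi was lower on the other array labelled Myd88-/-, at -2.76 against -2.21, which speaks against parotid tissue as the whole cause but rests on 1 array, so that this explanation is not excluded. Lymph node tissue stays open as well, since T cell genes fell on the same arrays (median -2.51) and the design gives no array in which one fell without the other. An effect of genotype stays open and untested.

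The paper reports more B cells and plasma cells in SMGs of Myd88-/- mice by flow cytometry. The B cell genes moved the other way on the arrays, with a median of -1.98. The plasma cell list had a median of -0.0010 and a mean of -1.41, with a log2 difference of -5.87 for Igj. Igj was well above background on 1 of 2 arrays labelled Myd88-/-, and differed by -7.03 and -4.72 within the 2 pairs of arrays. The paper's flow cytometry used male mice and the labels give the array mice as female; no biological explanation of this difference was tested.

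The lists with no call by camera under the settings used throughout, some of which gained a call under others, were neutrophil, plasma cell, macrophage (median 0.03, Cd163 higher by 2.76), granular convoluted tubule (-0.15), immediate early (-0.01), interferon-stimulated (-0.02) and NF-kB targets (-0.05) genes. The size of the Cd163 difference rests on Myd88+/+ array 2, where the gene was below background (-6.49, against -3.78 on Myd88+/+ array 1). Within the 2 pairs of arrays with like numbers of detected probes, Cd163 differed by 5.02 and 0.51. The sex list had 1 tested gene and was not tested as a set. Medians with dim genes at their bounds were the same. The first principal component of the 4 arrays (57.5% of the variance) separates the labels, and the second (29.9%) separates Myd88-/- array 1 and Myd88+/+ array 2 from the other 2 arrays.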
